# Effect of dexmedetomidine on ncRNA and mRNA profiles of cerebral ischemia-reperfusion injury in transient middle cerebral artery occlusion rats model

**DOI:** 10.3389/fphar.2024.1437445

**Published:** 2024-08-07

**Authors:** Zhen Zhen Zhang, Abdul Nasir, Dong Li, Suliman Khan, Qian Bai, Feng Yuan

**Keywords:** ischemia-reperfusion injury, dexmedetomidine, transcriptomics, non-coding RNAs, ischemic stroke

## Abstract

Ischemic stroke poses a significant global health burden, with rapid revascularization treatments being crucial but often insufficient to mitigate ischemia-reperfusion (I/R) injury. Dexmedetomidine (DEX) has shown promise in reducing cerebral I/R injury, but its potential molecular mechanism, particularly its interaction with non-coding RNAs (ncRNAs), remains unclear. This study investigates DEX’s therapeutic effect and potential molecular mechanisms in reducing cerebral I/R injury. A transient middle cerebral artery obstruction (tMACO) model was established to simulate cerebral I/R injury in adult rats. DEX was administered pre-ischemia and post-reperfusion. RNA sequencing and bioinformatic analyses were performed on the ischemic cerebral cortex to identify differentially expressed non-coding RNAs (ncRNAs) and mRNAs. The sequencing results showed 6,494 differentially expressed (DE) mRNA and 2698 DE circRNA between the sham and tMCAO (I/R) groups. Additionally, 1809 DE lncRNA, 763 DE mRNA, and 2795 DE circRNA were identified between the I/R group and tMCAO + DEX (I/R + DEX) groups. Gene ontology (GO) analysis indicated significant enrichment in multicellular biogenesis, plasma membrane components, and protein binding. KEGG analysis further highlighted the potential mechanism of DEX action in reducing cerebral I/R injury, with hub genes involved in inflammatory pathways. This study demonstrates DEX’s efficacy in reducing cerebral I/R injury and offers insights into its brain-protective effects, especially in ischemic stroke. Further research is warranted to fully understand DEX’s neuroprotective mechanisms and its clinical applications.

## 1 Introduction

Stroke remains a significant global health concern, ranking as the second leading cause of death and the third leading cause of long-term disability worldwide, with ischemic stroke constituting the majority of cases (Fan et al., 2023; Zhao Y. et al., 2023). Ischemic stroke, characterized by the obstruction of blood flow to the brain, represents approximately 70% of all stroke cases (Fan et al., 2023; Zhang R. et al., 2023). Currently, the most important treatment for acute ischemic stroke is rapid revascularization, including intravenous thrombolysis with tissue plasminogen activator (tPA) and mechanical thrombectomy, aimed at restoring blood flow to the affected brain tissue (Herpich and Rincon, 2020). Although the use of drugs and the development of thrombolytic technology can reduce nerve damage caused by ischemia, reperfusion following ischemia triggers a cascade of inflammatory reactions and oxidative stress, exacerbating tissue injury and neurological deficits, a phenomenon known as cerebral ischemia-reperfusion injury (IR) (Wu M. Y. et al., 2018). The reperfusion injury can lead to cell necrosis, apoptosis, and secondary neuron damage, further aggravating nerve function deficit (Wu M. Y. et al., 2018). Despite advancements in drug therapies and thrombolytic technologies to mitigate ischemic damage, there remain limited drugs for the effective treatment of cerebral IR injury (Paul and Candelario-Jalil, 2021), so there is still an urgent need to develop novel neuroprotective drugs to alleviate cerebral IR injury.

Dexmedetomidine (DEX), a highly selective α2 adrenergic receptor agonist, has garnered attention for its protective effect against IR injury in various organs, such as the heart, liver, lung, kidney, and brain (Zhao et al., 2020; Huang et al., 2021; Shi J. et al., 2021; Hu et al., 2022; Wang et al., 2022). In recent years, its neuroprotective properties have been increasingly recognized in diverse neurological conditions, including traumatic brain injury (TBI) (Wu J. et al., 2018; Li et al., 2020), subarachnoid hemorrhage (SAH) (Wei et al., 2022), and cerebral ischemia (Fang et al., 2021; Yin et al., 2021). The mechanism underlying the neuroprotective role of DEX involves the inhibition of inflammatory response, reducing apoptosis and autophagy, preservation of the blood-brain barrier integrity, and enhancing stable cell structure (Hu et al., 2022). Notably, DEX has been shown to modulate key signaling pathways implicated in IR, such as HIF-1α mediated autophagy inhibition (Wang et al., 2019) and NF-κB suppression (Wang et al., 2017). Furthermore, recent studies have demonstrated that DEX can reduce cerebral IR injury and play a brain-protective role by inhibiting copper inflow and iron death (Liu et al., 2022; Guo et al., 2023). However, the precise mechanism underlying the DEX neuroprotective effect in cerebral IR injury remains poorly understood and further research is still needed.

Non-coding RNAs (ncRNAs) have emerged as a pivotal regulator of gene expression and transcription regulation (Peschansky and Wahlestedt, 2014; Beermann et al., 2016). In recent years, more and more studies have shown that ncRNAs, particularly miRNAs and lncRNAs play an important role in the pathophysiology of I/R injury (Vasudeva et al., 2021; Yang et al., 2022; Xiaoqing et al., 2023). The brain is rich in ncRNAs, which regulate various central nervous system functions. Injuries such as stroke, traumatic encephalopathy, subarachnoid hemorrhage, and cerebral hemorrhage can lead to significant changes in the ncRNA expression profile. In the context of I/R injury, ncRNAs are involved in neurogenesis, angiogenesis, inflammation, and other functions, making them potential biomarkers for the diagnosis and prognosis of cerebral I/R injury (Bao et al., 2018; Wang et al., 2018; Sun et al., 2022). A variety of ncRNA, especially miRNA (such as miR-7-5p, miR-214-5p, miR-29a-3p, miR-381) and lncRNA (such as HOXA11-AS, SHNG16) have been identified as mediators in the regulation of cerebral I/R injury by DEX. These ncRNAs contribute to reducing cognitive dysfunction and improving neurodegeneration, thereby playing a neuroprotective role (Wang L. et al., 2020; Burlacu et al., 2022; Yan et al., 2023).

In this study, we aimed to investigate the impact of DEX on cerebral I/R injury using a transient middle cerebral artery occlusion (tMCAO) rats’ model. We evaluated its effects on infarct volume and neurological function and conducted whole-transcriptomic sequencing to elucidate the expression profiles of ncRNAs and mRNAs in the ischemic cortex. Bioinformatics analysis was employed to unravel the potential biological functions of differentially expressed genes and ncRNAs associated with stroke. This study provides novel insights into the pathogenesis of cerebral I/R injury and identifies potential therapeutic targets for the intervention.

## 2 Materials and methods

### 2.1 Animals

Fifty-four male Sprague-Dawley rats, aged 7–8 weeks and weighing 180–200 g, were obtained from Henan Skobes Biotechnology Co., LTD. (China). The rats were housed in standard cages with controlled environmental conditions, including a temperature of 23°C ± 1°C, humidity maintained at 60% ± 5%, and a 12-h light/dark cycle. They had *ad libitum* access to food and water and underwent a 7-day acclimatization period before experimentation. All procedures were conducted in compliance with the National Institutes of Health Guidelines for the Care and Use of Laboratory Animals and were approved by the Zhengzhou University Animal Care and Use Committee.

### 2.2 Transient middle cerebral artery occlusion (tMCAO) model establishment and experimental design

tMCAO was used to induce focal cerebral IR injury following the previously described procedure (Yuan et al., 2017a). In brief, the rats fasted for 12 h before surgery and were then anesthetized with isoflurane (4% induction, 2.5% maintenance). First, the rats were fixed to cardboard in a supine position and the neck hair was removed using a hair removal cream. Disinfect the neck with a cotton ball containing 75% ethanol. Then, a small opening of about 2 cm is made in the midline of the neck with surgical scissors, and the right common carotid artery (CCA), external carotid artery (ECA), and internal carotid artery (ICA) are separated with ophthalmic bending forceps. After proximal ligation of the CCA and ECA, the surgical wire (Beijing Cinontect Co., Ltd., Beijing, China) was inserted into the ICA until the marked black spot reached the carotid artery bifurcation at a depth of approximately 18–20 mm, indicating occlusion of the middle cerebral artery (MCA), resulting in a brief cessation of blood flow, followed by cerebral infarction in the area provided by the MCA. The skin is sutured with 5–0 silk, then after 2 h of ischemia, the filaments are extracted to initiate the reperfusion process, and the neck skin is sutured. During the whole process, the rats’ body temperature was maintained at 37°C ± 0.5°C. In the sham operation group, only the skin was cut to separate blood vessels without inserting surgical wires.

The rats were randomly assigned to three groups: Sham group (Sham), tMCAO group (I/R), and tMCAO group treated with dexmedetomidine (50 μg/kg, i. p) (I/R + DEX). DEX was dissolved in saline at the concentration of 50 μg/kg and injected intraperitoneally 30 min before MCAO. The mice in sham and tMCAO groups without drug treatment were injected with the same volume of saline. Mice were re-anesthetized and sacrificed 24 h after tMCAO. The concentration of DEX used in the experiment was based on the concentration reported in previous studies (Yuan et al., 2017b; Zhao et al., 2022; Li et al., 2023a). Each group comprised three rats for sequencing, three rats for HE staining, six rats for 2,3,5-triphenyl tetrazolium chloride (TTC) staining, and six rats for reverse transcription polymerase chain reaction (RT-PCR).

### 2.3 Behavioral testing

Neurological tests were performed 24 h post-reperfusion using a modified scoring system developed by Longa et al. (1989). Neurological function was graded on a scale of 0–5 as follows: 0 = no deficits; 1 = failure to extend left forepaw fully; 2 = circling to the left; 3 = falling to the left; 4 = no spontaneous walking with a depressed level of consciousness; and 5 = dead. The higher the score, the more severe the injury. The mice with a neurological function score of longa was 0, meaning no nerve defect, death occurred within 24 h, and subarachnoid hemorrhage found after dissection were excluded from the study.

### 2.4 Cerebral infarction analysis

The whole brain of the rat was removed immediately after anesthesia, and the brain was placed in the refrigerator at −20°C for 15 min. Then the brain was placed in the brain tank, and the brain was cut into six consecutive 2 mm coronal slices. The slices were placed in 2% TTC (2,3, 5-triphenyl tetrazolium chloride) dye solution at 37°C and incubated for 15 min, during which the slices could be turned over to make them evenly stained. After staining was completed, the sections were placed in 4% paraformaldehyde-fixed overnight and photographed. ImageJ was used to calculate the infarct area, in which the non-infarct site was dyed red, while the infarct site was not stained and turned pale by researcher who were blinded to the study group. To exclude the effect of cerebral edema, the following calculation formula was used: (contralateral hemisphere area–ipsilateral non-ischemic hemisphere area)/contralateral hemisphere area × 100% (Lu et al., 2021).

### 2.5 H&E staining

The sections were deparaffinized first, followed by washes with various concentrations of ethanol and distilled water. Following the process of xylene translucency, the segments were sealed with neutral resin and stained with H&E. Lastly, a microscope was used to observe the alterations in the brain tissue’s pathological condition. Data was gathered and the necessary sections of the sample were examined.

### 2.6 RNA-seq analysis

Total RNA was extracted from cortical cerebral samples at the infarct site using an RNA mini kit (Qiagen, Germany) following the manufacturer’s instructions and RNA quality was examined by gel electrophoresis and with Qubit (Thermo, Waltham, MA, United States). Subsequently, sequencing libraries were generated using VAHTSTM Total RNA-seq (H/M/R) Library Prep Kit for Illumina Novaseq6000. The differential gene expression analysis included transcripts and ncRNAs. Raw sequences were quality-checked with trimming (Trimmomatic 0.32) before being mapped to the Musculus genome sequence (version GRCm38.72). Gene hit counts and RPKM were calculated using CLCbio software (CLC Genomics Workbench 7.0.2, CLC Genomics Server). Using bigwig files derived from bam files, the mapped reads were visualized in the UCSC browser.

Significant Differentially expressed (DE) mRNAs and ncRNAs were defined by utilizing a cutoff of *P* < 0.05 and fold change < 1.74 [log2 (±0.8)] for subsequent analyses. DE genes (DEGs) were further processed for GO annotations and KEGG pathways significant enrichment analysis. The functional connection between the DEGs from the two regions was analyzed and elucidated using the STRING (Search Tool for the Retrieval of Interacting Genes) version: 11.0 database. The STRING database version 12 (https://string-db.org/) was utilized for the protein-protein interaction (PPI) network and hub genes were screened according to the number of neighbors. Additionally, miRNA–lncRNA–mRNA networks and miRNA–circRNA–mRNA networks were established to elucidate the intricate regulatory interactions underlying cerebral IR injury.

### 2.7 Real-time quantitative polymerase chain reaction (RT-qPCR)

The RNA sequence analysis results were verified through q-PCR. SteadyPure Quick RNA Extraction Kit (Accurate Biotechnology, Hunan, China) was used to extract total RNA, and then Evo M-MLV RT Mix Kit with gDNA Clean for qPCR (also from Accurate Biotechnology) was used to reverse-transcribe the RNA into cDNA for quantitative polymerase chain reaction. A 2 µL template was then amplified by PCR (Servicebio, Wuhan, China) using primers (Supplementary Table S1) in a reaction volume of 20 μL, including 250 nM of each primer (forward and reverse), 10 µL of SYBR Green Premix Pro Taq HS qPCR Kit (Rox Plus) (Accurate Biotechnology, Hunan, China), and 20 ng of cDNA. The reactions were performed using a 7,500 Fast Real-Time PCR Detection System (Applied Biosystems, United States) under the following conditions: 95°C for 30 s followed by 40 cycles of 95°C for 5 s and 60°C for 30 s. The ratios (I/R and I/R + DEX mRNA levels to Sham mRNA levels) were calculated using the Ct method (2^−ΔΔCT^) by normalizing all data to the housekeeping gene glyceraldehyde-3-phosphate dehydrogenase (GAPDH).

### 2.8 Statistical analysis

The data collected in this study were presented as mean ± SEM and obtained randomly. The data were statistically analyzed with a two-tailed, unpaired Student’s t-test and one-way and two-way ANOVA with repeated measures. The *post hoc* Tukey method was employed for pairwise comparisons when ANOVA showed significant differences. Statistically significant was considered when *P <* 0.05. GraphPad Prism 8.0 was used to analyze the data.

## 3 Results

### 3.1 Dexmedetomidine alleviated the neurological deficit and reduced the infarct volume in MCAO rats

To assess the therapeutic efficacy of DEX in MCAO rats, neurological scores and TTC staining were performed 24 h after induction of cerebral ischemia and reperfusion. The neurological scores revealed a significant increase in deficits in the MCAO group compared to the sham group (*p* < 0.001). However, DEX treatment markedly improved the IR-induced neurological impairment (*p* < 0.01) when compared to the untreated MCAO group (Figure 1A).

**FIGURE 1:**
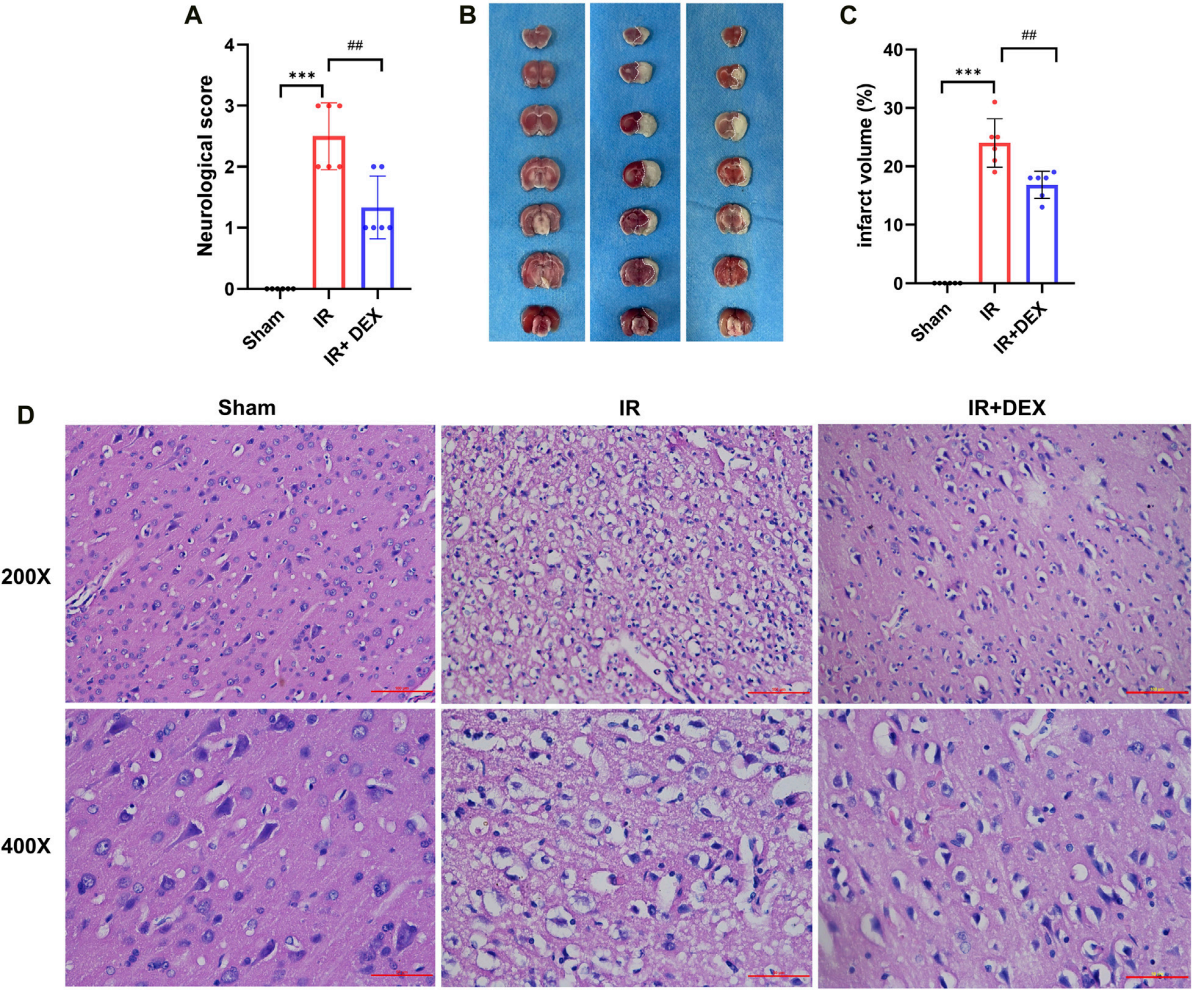
**(A)** DEX improved neurological deficit scores in tMCAO mice. ***p < 0.001 vs. sham group; ##*p* < 0.01 vs. I/R group, n = 6. **(B,C)** DEX reduced infarct volume in I/R rats. ***p < 0.001 vs. sham group; ##*p* < 0.01 vs. I/R group, n = 6. **(D)** The representative images of H&E staining in Sham, I/R, and I/R + DEX groups.

Additionally, TTC staining was performed to assess the extent of brain damage caused by the ischemia and reperfusion. The results showed no evidence of infarction in the brain of sham rats, as demonstrated by the representative image of TTC staining (Figure 1B). In contrast, rats subjected to MCAO exhibited a substantial increase in infarct volume (24.00% ± 1.693%) compared to that in the Sham group (*p* < 0.0001) (Figure 1C). Remarkably, rats treated with DEX in conjunction with MCAO showed a significant reduction in infarct volume (16.83% ± 1.939%) compared to the untreated MCAO group (*p* < 0.005).

### 3.2 Dexmedetomidine alleviated the neuronal damage in MCAO rats

To investigate the effect of DEX on MCAO-induced rat neurons, HE staining showed no obvious pathological change in the sham brain tissue (Figure 1D). Rats subjected to MCAO exhibited the number of neuron cells decreased, the nucleolus was atrophic or disappeared, the cells showed vacuolar degeneration, inflammatory cell infiltration, and the number of denatured and necrotic neuron cells was large, suggesting severe neuron injury. Notably, in the DEX group, the neuronal damage and nerve cell necrosis decreased.

### 3.3 Expression dynamics after cerebral I/R, and DEX treatment

RNA-seq generated more than 769.3 M original reads (2.55 M in sham, 2.66 M IR group, 2.48 M IR + DEX group) on the Illumina Novaseq6000 sequencing platform. 

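RNA from the cortex at the infarct site was sequenced in 9 rats, 3 in each of 3 groups. Sham rats had the neck vessels separated without insertion of the wire. Rats of the I/R group had 2 h of tMCAO, in which a wire closes the middle cerebral artery and is then withdrawn so that blood returns. Rats of the I/R + DEX group received 50 μg/kg of DEX, a sedative that acts on α-adrenergic receptors, 30 min before the occlusion, and the other rats received saline. All were sacrificed 24 h after tMCAO. The authors deposited a whole-number count per transcript and library, without normalization, for 40808 transcripts with a rat Ensembl identifier (annotated transcripts) and 3251 with an identifier that begins with MSTRG (predicted lncRNA). The counts on transcripts ranged from 21691473 to 28600541 per library in the Sham group (median 27362658), from 32479042 to 35092422 in the I/R group (median 34054563) and from 31234956 to 36039743 in the I/R + DEX group (median 33480107). They summed to 77.7 M counts in Sham, 102 M in I/R and 101 M in I/R + DEX. The paper's original reads per group are 2.55 M, 2.66 M and 2.48 M. These group values sum to 7.69 M against the paper's total of 769.3 M, so they match it only after a change of unit. The values here use the counts. Every pair of libraries of one group differed by more than the sampling noise. In these Methods the reads were trimmed, mapped to a mouse genome build and counted with CLC Genomics Workbench, while the annotated transcripts in the table carry rat identifiers. The paper's text does not give how reads shared by transcripts of one locus were divided among them, which sets the count of each such transcript. From these counts, libraries were scaled by edgeR's TMM method, transcripts with low counts were removed by edgeR's filterByExpr, and each pair of groups was compared with edgeR's quasi-likelihood test on their 6 libraries. A transcript was called changed at the paper's cutoff, an unadjusted p under 0.05 with a log2 fold change beyond 0.8 in either direction, and separately at a Benjamini-Hochberg adjusted p under 0.05. None of the rat Ensembl transcript identifiers (0 of 40808) was matched to a gene symbol in the reference used here, so mRNA are not named and known lncRNA are not separated from them. The circRNA were not analysed here.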

Overall, 380 M clean read lengths were obtained after removing the joint sequence and the low-quality sequence. The percentage of clean reads in each library varied from 98.41% to 99.12% in the raw data. A total of 3,251 new predictive lncRNA from the cerebral cortex were identified by screening using four analytical tools (PLEK, CPAT, CNCI, and CPC) (Supplementary Figure S1A). 

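Each of the 3251 predicted lncRNA had at least 1 count in at least 1 of the 9 libraries. Their identifiers placed them in 2408 loci, of which 2035 held 1 predicted lncRNA and 373 held more than 1, with 1216 predicted lncRNA in the latter. Predicted lncRNA took 12.2% ± 0.555 (SD, n = 3 rats) of the counts in the Sham group, 6.96% ± 0.946 (SD, n = 3) in the I/R group and 6.44% ± 1.37 (SD, n = 3) in the I/R + DEX group. The share was lower in every I/R library than in every Sham library, and likewise in every I/R + DEX library (2-sided exact permutation test, p = 0.1 for each, the smallest p that 3 rats against 3 allow). Between the I/R + DEX and I/R groups the difference was within the spread between rats (exact permutation test, p = 0.6).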

Our analysis further suggests that the 3,251 lncRNA were composed of 1790 (55.1%) long intergenic non-coding RNA (lncRNA), 185 (5.7%) antisense lncRNA, 1,214 (37.3%) intron lncRNA, and 62 (1.9%) bidirectional LncRNA (Supplementary Figure S1B).

Then, we analyzed DEG expression profiles in the IR group and IR + DEX group. 

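In the 6 libraries of the I/R and Sham groups, 36488 transcripts had at least 1 count, and in the 6 libraries of the I/R + DEX and I/R groups 36615 did. With at least 10 counts in any library as the limit, these numbers were 28870 and 28780. The removal of low counts left 25777 transcripts to be tested for I/R against Sham and 25860 for I/R + DEX against I/R.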

About 7,267 and 518 significant genes were identified in 28,751 and 28,864 transcripts in the IR group and IR + DEX group, respectively, among which protein-coding RNA had the largest transcriptional changes (71.9%–72.08%), followed by known lncRNA (4.99%–5.19%). Predicted lncRNA (8.91%–9%) and other ncRNAs (13.92%–13.99%) (Supplementary Figures S1C, D). 

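Among the transcripts with at least 1 count, 3223 predicted lncRNA made up 8.83% in the libraries of the I/R and Sham groups, and 3201 made up 8.74% in those of the I/R + DEX and I/R groups. Among the transcripts with at least 10 counts in any library, the share of predicted lncRNA was 10.8% in both sets of libraries.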

The distribution of transcript length and exons in mRNA and lncRNA is shown in Supplementary Figures S1E, F.

### 3.4 Expression of mRNA and ncRNA in the cerebral cortex after IR injury and DEX treatment

The expression of mRNA, lncRNA, and circRNA in the cerebral infarction area of rats was significantly changed after tMACO. 

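At the paper's cutoff, 9083 of the 25777 transcripts tested (35.2%) differed between the I/R and Sham groups, 4812 of them upregulated and 4271 downregulated in I/R. At an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 11025 transcripts differed, 5773 upregulated and 5252 downregulated, and the smallest adjusted p was 0.000182. For 15075 transcripts (58.5%) the 3 libraries of one group all lay above the 3 of the other, where chance alone gives a share of 10%. With each library left out in turn, between 8195 and 10022 transcripts passed the paper's cutoff. The alternative that moved this number most required at least 10 counts in every library, which left 7403 changed transcripts.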

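By class, 4482 annotated transcripts were upregulated and 3239 downregulated in I/R against Sham at the paper's cutoff, while 330 predicted lncRNA were upregulated and 1032 downregulated. ENSRNOT00000040232, an annotated transcript, had no counts in any Sham library and 74.4 ± 30.1 CPM after TMM scaling (SD, n = 3 rats) in I/R, at least 647-fold higher (adjusted p = 0.001, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). ENSRNOT00000047289 had 83.9 ± 37.4 CPM (SD, n = 3) in Sham and no counts in I/R, at least 966-fold lower (adjusted p = 0.00141, same edgeR test). The predicted lncRNA with the largest decrease in I/R against Sham had 62.9 ± 28.8 CPM (SD, n = 3) in Sham and no counts in I/R, at least 724-fold lower (adjusted p = 0.00119, same edgeR test). Its locus holds 3 predicted lncRNA, and their summed counts were 411 ± 16.1 CPM (SD, n = 3) in Sham and 131 ± 11.8 (SD, n = 3) in I/R, a log2 fold change of -1.66 (standard error 0.108, adjusted p = 0.00033, same edgeR test). Another predicted lncRNA had no counts in Sham and was at least 546-fold higher in I/R (adjusted p = 0.00204, same edgeR test). The summed counts of its locus were lower in I/R, with a log2 fold change of -0.82 (adjusted p = 0.00525, same edgeR test). A single transcript can thus differ in direction from its locus. Annotated transcripts were not summed to genes, so this stays open for them. Folds against a group without counts were computed against 3 counts in each of its libraries and cover counting error only.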

Approximately 6,494 mRNA (4,110 upregulated and 2,384 downregulated), 1,809 lncRNA (513 upregulated and 1,296 downregulated), and 2,698 circRNA (1740 upregulated and 958 downregulated) were significantly altered in the I/R group as compared to sham group. 

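At the paper's cutoff, 610 of the 25860 transcripts tested (2.36%) differed between the I/R + DEX and I/R groups, 301 of them upregulated and 309 downregulated after DEX. They were 270 upregulated and 261 downregulated annotated transcripts, and 31 upregulated and 48 downregulated predicted lncRNA, which were 38 and 136 at an unadjusted p under 0.05 without the fold change cutoff. With edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, 0 transcripts had an adjusted p under 0.05, and the smallest adjusted p was 0.359. The number with an unadjusted p under 0.05 was 997 (3.86%), where 1293 are expected if no transcript differs. For 2333 transcripts (9.02%) the 3 libraries of one group all lay above the 3 of the other, where chance gives a share of 10%. A DESeq2 Wald test gave 85 transcripts with an adjusted p under 0.05 and limma-voom with sample quality weights gave 2. A single library weighed on the number at the paper's cutoff, which was 1948 without I/R + DEX replicate 3, 934 without I/R replicate 3 and at least 463 with any other library left out. Scaling by total counts alone moved the split to 200 upregulated and 491 downregulated.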

In the case of the I/R + DEX group, approximately 763 mRNA (369 upregulated and 394 downregulated), 232 lncRNA (118 upregulated and 114 downregulated), and 2,795 circRNA (1,395 upregulated and 1,400 downregulated) were significantly altered as compared to I/R, as shown in Figures 2A–D.

**FIGURE 2:**
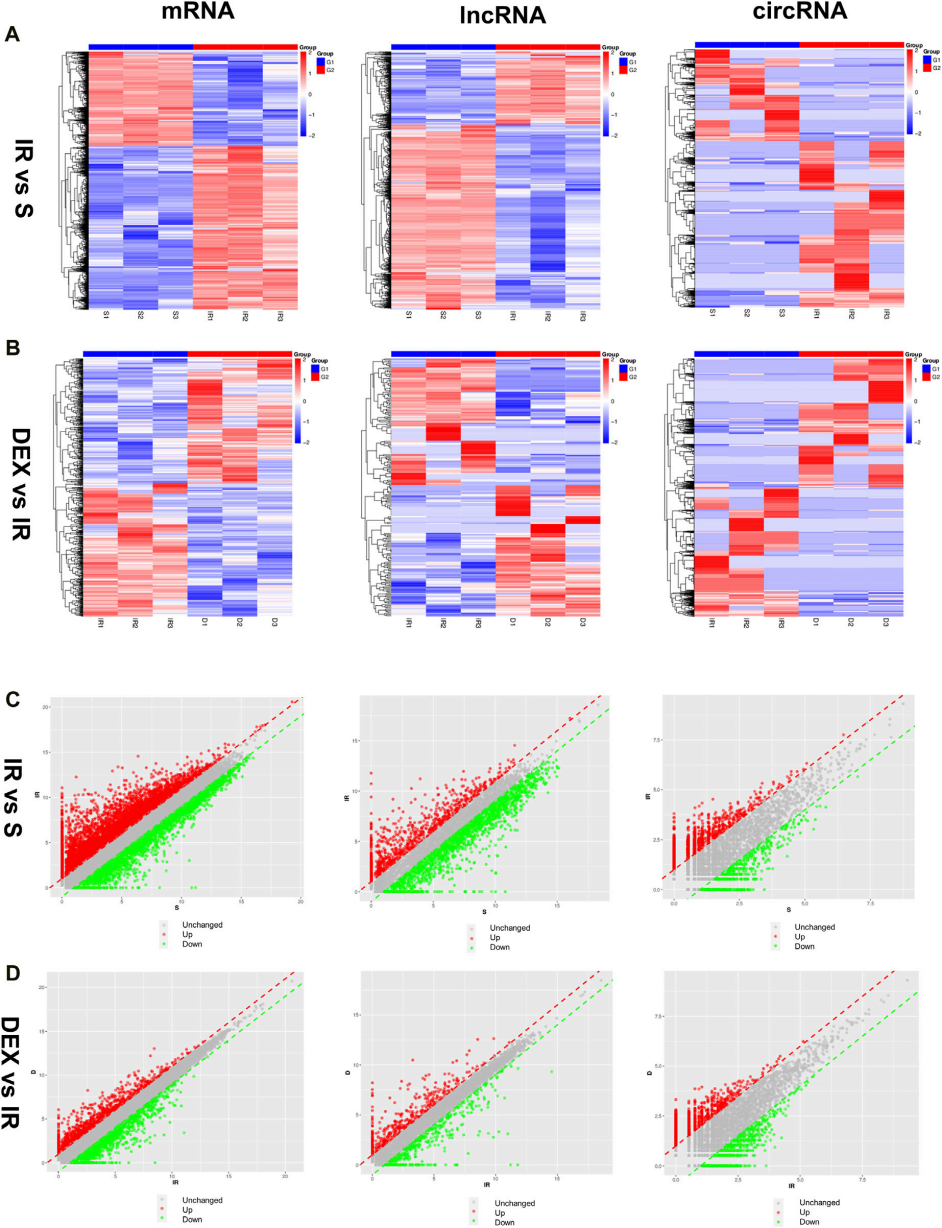
Differentially expressed mRNA, lncRNA, and circRNA in I/R and DEX after tMCAO **(A,B)** Scatter diagrams and **(C,D)** Heatmaps of significantly differentially expressed mRNA, lncRNA, and circRNA in I/R and DEX from rats after tMCAO. n = 3 rats/group.

### 3.5 Functional enrichment analysis of differential genes

We conducted Gene Ontology (GO) analysis to explore the functional characteristics of differential expressed mRNA in the I/R and IR + DEX groups. The analysis revealed significant enrichment in biological processes (BPs), including the regulation of multicellular organismal processes, the biological development process of cells and systems, the immune regulation process, and the regulation of nociceptive stimuli. Notably, we observed Cellular components (CC) are enriched in cellular and neuronal projection, and the most robust molecular functions (MFs) are enriched in protein and receptor binding. Similarly, circRNA colocalization and co-expression genes analysis demonstrated analogous enrichment, while trans-lncRNA analysis highlighted involvement in cell and tissue genesis and regulation, particularly in neuronal projection, cell junction, cell projection, synapses, axons and dendrites (Figures 5A, B).

Furthermore, KEGG pathway analysis of DE RNA showed significant enrichment in pathways such as cytokine−cytokine receptor interaction, glutamatergic, synapse, cell adhesion molecules (CAMs), hematopoietic, cell lineage, chemokine signaling pathway and cAMP signaling pathway. DE circRNA analysis displayed enrichment in axon guidance, cAMP signaling pathway, glutamatergic synapse, phosphatidylinositol signaling system, ubiquitin-mediated proteolysis, long-term potentiation, morphine addiction, dopaminergic synapse, and endocytosis. Additionally, DE cis-lncRNA pathways included type I diabetes mellitus, epstein−Barr virus infection, graft−versus−host disease, and antigen processing and presentation, while DE trans-lncRNA pathways involved dopaminergic synapse, apoptosis, TNF signaling pathway and chemokine signaling pathway (Figures 3C, D).

**FIGURE 3:**
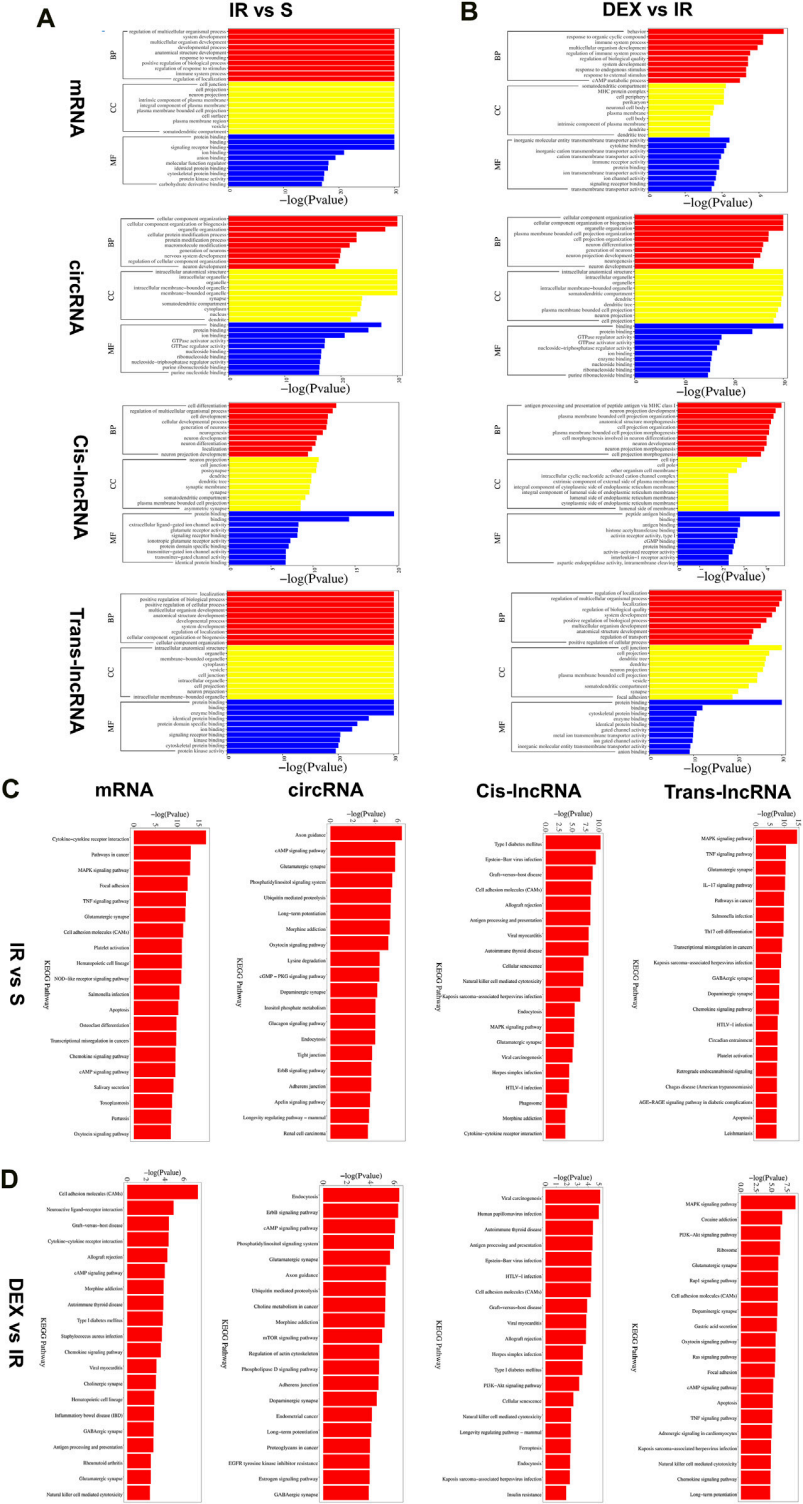
Functional prediction of DE mRNAs, DE circRNAs, DE cis-lncRNAs, DE trans-lncRNAs in I/R **(A)** and I/R + DEX **(B)**, by GO analyses. Analysis of the Gene Ontology database graphically displays the top 10 significant GO enrichment results with the candidate targeted genes in the biological process, molecular function, and cellular component in the I/R and I/R + DEX. Functional prediction of DE mRNAs, DE circRNAs, DE cis-lncRNAs, and DE trans-lncRNAs in I/R **(C)** and I/R + DEX **(D)**, by KEGG analyses showed top 20 enrichments of KEGG pathways. The abscissa represents -log10 (*p*-value). The more significant the abscissa is, the more significant the pathway enrichment (*p* ≤ 0.05).

### 3.6 Competing endogenous RNA (CeRNA) network analysis

To identify the interaction between DE RNA in the I/R and the I/R + DEX group and predict their regulatory relationship, we constructed the ceRNA network diagram comprising the top 10 lncRNA-miRNA-mRNA and circRNA-miRNA-mRNA interactions based on correlation analysis. 

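The paper names 4 predicted lncRNA from its ceRNA networks, given below as the first to the fourth in its order. For the second, the paper also reports PCR (Figure 6E), which it describes as matching its sequencing. This PCR was not analysed here. The second had no counts in any Sham or I/R + DEX library, and 9067, 3291 and 2213 counts in I/R replicates 1, 2 and 3. This was 136 ± 93.5 CPM (SD, n = 3 rats) in I/R, at least 1180-fold above Sham (adjusted p = 0.00237, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In I/R + DEX it was at least 1450-fold lower than in I/R, with an adjusted p of 0.912 from the same edgeR test. Without I/R replicate 1, its mean in I/R was 82.9 CPM and these limits were 721-fold and 884-fold. Over the alternatives, this adjusted p for I/R + DEX against I/R ranged from 9.40e-24 with DESeq2's Wald test to 1, and DESeq2's was the only one under 0.05. The first had 7852, 0 and 1843 counts in I/R replicates 1, 2 and 3, no counts in Sham, and 11 counts in I/R + DEX replicate 2 alone, with an adjusted p of 0.987 for I/R + DEX against I/R (edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment). The third had 763 and 1810 counts in I/R replicates 2 and 3 and none in the other 7 libraries. The fourth had 11399 counts in I/R replicate 2 and none in the other 8 libraries. The low-count filter removed the third and the fourth from both comparisons, and the first from I/R against Sham. Other predicted lncRNA of the same loci had counts in every library. The counts summed over the locus of the second and the third, which holds 3 predicted lncRNA, were 134 ± 11.8 CPM in Sham, 246 ± 28.8 in I/R and 161 ± 20.4 in I/R + DEX (SD, n = 3 each). Those over the locus of the first, which holds 4, were 1040 ± 70.4, 1190 ± 58.7 and 868 ± 110 CPM in the same order, and those over the locus of the fourth, which holds 12, were 348 ± 30.6, 2330 ± 418 and 1520 ± 750 CPM. In I/R against Sham the log2 fold change of the locus was 0.87 for that of the second and the third (adjusted p = 0.00278), 0.19 for that of the first (adjusted p = 0.202) and 2.73 for that of the fourth (adjusted p = 0.000325), each from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In I/R + DEX against I/R it was -0.61, -0.45 and -0.61 in the same order, with an adjusted p of 0.979 for each in the same edgeR test. The unadjusted p of this test was 0.0107, 0.0376 and 0.166, and each log2 fold change lay within the paper's cutoff of 0.8. Summing by locus was chosen after seeing the data.

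**Figure D1:**
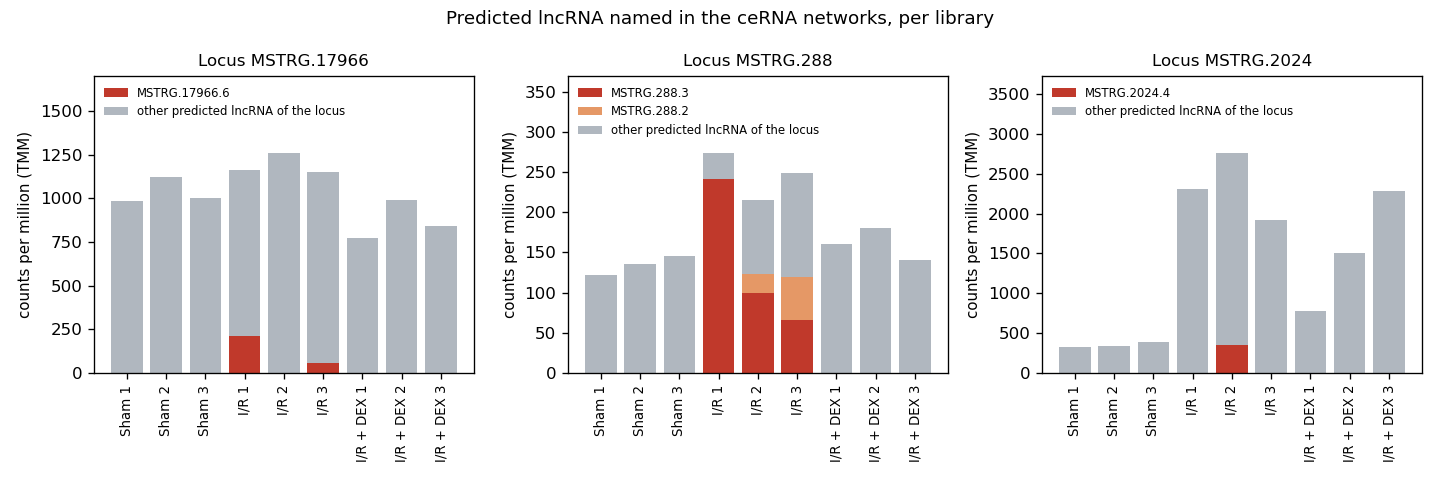
CPM (TMM) of predicted lncRNA in the 9 libraries, 1 panel per locus and 1 stacked bar per library, with the 4 predicted lncRNA that the paper names in colour and the other predicted lncRNA of their loci in grey. The coloured parts appear in I/R libraries, the 11 counts of the first in I/R + DEX replicate 2 being too few to see, while the grey parts appear in every library.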

Through node analysis, we identified MSTRG.17966.6, MSTRG.288.3, MSTRG.288.2, MSTRG.2024.4, and specific loci like 9:67242046|67269326 (rno-Abi2_0020), and 15:48443441|48446043 (rno-intergenic_000444), which exhibited simultaneous interaction in both I/R and I/R + DEX groups with multiple miRNA and mRNA. These findings suggest the potential significance of these lncRNA/circRNA in the DEX treatment of cerebral I/R injury. Moreover, the establishment of co-expression networks serves as a foundation for further research exploration into the functional roles of ceRNAs and the lncRNA/circRNA-miRNA-mRNA axis in the pathophysiology of cerebral I/R injury. Notably, rno-miR-24-3p and rno-miR-6333 were found as key binding targets in the constructed lncRNA/circRNA-miRNA-mRNA axis. For instance, the MSTRG.288.3/rno-miR-6333/*Grm1* axis, MSTRG.17966.6/rno-miR-24-3p/*URGCP* axis, and rno-Abi2_0020/rno-miR-24-3p/*Plec* axis are potential regulatory axes modulated by DEX to reduce cerebral I/R injury (Figure 4).

**FIGURE 4:**
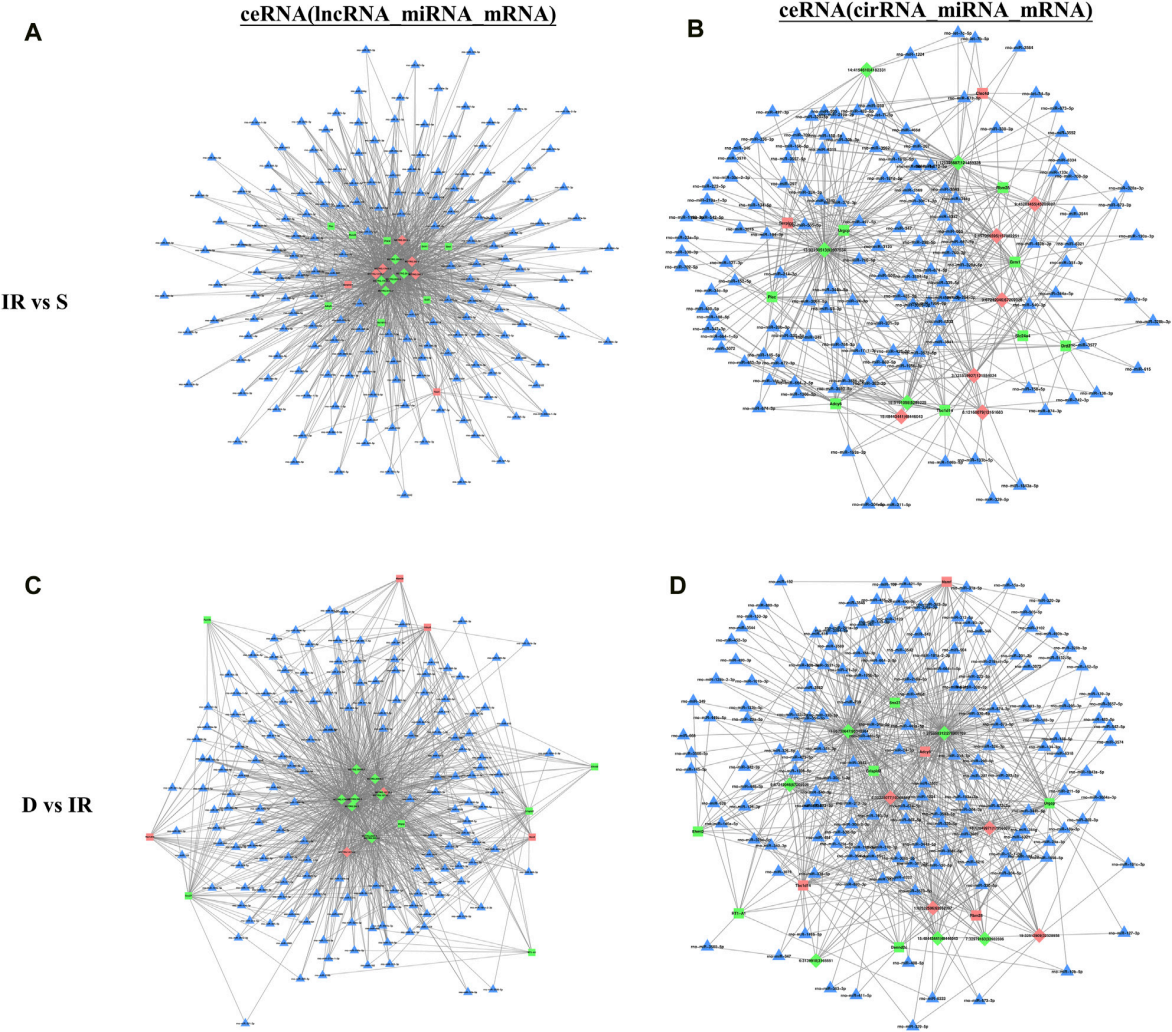
The top 10 lncRNAs and circRNAs and their target genes are displayed according to their respective network degrees of mRNA, lncRNA, and circRNAs. **(A,C)** ceRNA (lncRNA–miRNA–mRNA) network on I/R **(A)** and I/R + DEX **(C)**. **(B,D)** ceRNA (circRNA–miRNA–mRNA) network on I/R **(B)** and I/R + DEX **(D)**. Red represents upregulation, green represents downregulation, and blue represents unknown. Triangle: miRNA; Square: mRNA; Diamond: lncRNA or circRNA.

### 3.7 DEX reduces cerebral I/R injury by reducing inflammation and oxidative stress

We employed Venn diagrams to show the genes whose expression was reversed after DEX injection. In the IR + DEX group, compared to IR alone, 204 mRNA, 53 lncRNA, and 902 circRNA were downregulated, while 163 mRNA, 55 lncRNA, and 183 circRNA were upregulated, suggesting their relevance to DEX-mediated neuroprotection (Figures 5A, B). 

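A transcript was counted as reversed when it passed the paper's cutoff in I/R against Sham and, in the opposite direction, in I/R + DEX against I/R. This held for 333 transcripts, 177 upregulated in I/R and downregulated after DEX and 156 downregulated in I/R and upregulated after DEX, while 33 transcripts passed both cutoffs in one direction. The reversed transcripts were 289 annotated transcripts (150 and 139 in the same order) and 44 predicted lncRNA (27 and 17, against 79 and 24 at an unadjusted p under 0.05 without the fold change cutoff). At an adjusted p under 0.05 in both comparisons (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) 0 transcripts were reversed, and 612 were at an unadjusted p under 0.05. With DESeq2's Wald test, 47 were reversed at an adjusted p under 0.05, and with limma-voom 2 were. Both comparisons use the same I/R libraries, so a chance high or low value in I/R counts toward a reversal. In 20 simulated data sets in which all groups were drawn and the I/R + DEX and I/R groups had the same means, between 267 and 323 transcripts were reversed (median 307.5), but a median of 805.5 passed the paper's cutoff in I/R + DEX against I/R, more than the 610 observed. With only the I/R + DEX libraries drawn around the I/R means, between 34 and 68 were reversed (median 52.5). These draws removed most of the shared chance of the I/R libraries by construction. In them a median of 200 passed the paper's cutoff in I/R + DEX against I/R, fewer than the 610 observed. Without I/R + DEX replicate 3 the number of reversed transcripts was 1275, without I/R replicate 3 it was 626, and without I/R + DEX replicate 1 it was 194. Of the 333, 287 could be tested in I/R + DEX against Sham, and 93 of these passed the paper's cutoff there. Scaling by total counts alone gave 292 upregulated in I/R and downregulated after DEX and 99 in the opposite direction, while keeping transcripts with at least 10 counts in every library gave 89 and 146. From the RNA whose change after tMCAO was reversed in the I/R + DEX group (Figures 5A, B), the paper proposes that they are relevant to the neuroprotection by DEX.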

Notably, analysis of 341 DE mRNA associated with stroke (259 upregulated, 82 downregulated) in the IR group (Supplementary Figure S2) revealed upregulation of genes like *Ccl2, Cxcl1, C3, Serpine1, Adamts7, Csf3, Ptx3, MMP8, Lif*, and *Lcn2*, and downregulation of *Gdf10*, *Agtr2* and *Shank3* (Figure 5C). GO and KEGG enrichment analysis underscored hypoxia, regulation of blood circulation, and wound healing among these genes. Subsequent analysis of 367 DE mRNA reversed by DEX treatment showed significant enrichment in inflammatory pathways such as leukocyte adhesion and immune complex formation (Figures 5D, E). Neuroinflammation and oxidative stress play an important role in I/R injury, and DEX has anti-inflammatory and anti-oxidative stress effects. Therefore, we used gene cards to characterize the above 367 DE mRNA. Gene characterization revealed associated with neuroinflammation (22 DE mRNA) and oxidative stress (16 DE mRNA). Among these, 10 DE mRNA are associated with both neuroinflammation and oxidative stress: *Selp*, *Cxcl1, Fas, Sele, Esr1, Nod2, Mmp3, Tac1, Ttr,* and *Bdnf* (Figures 5F, G). These genes participate in common biological processes such as leukocyte migration and response to external stimuli while exhibiting enrichment in cell components like perikaryon and the external side of the plasma membrane. Additionally, their molecular functions are enriched in signal receptors and chemokine binding. KEGG analysis identified the TNF signaling pathway and cytokine interaction as significantly enriched pathways, underscoring their role in cerebral I/R injury (Figure 5H). The STRING database was used for 10 significant differentially expressed mRNAs, which are identified as associated with both neuroinflammation and oxidative stress to establish the PPI network as shown in Figure 5I. *Cxcl1* showed co-expression with *Selp*, *Sele*, and *Mmp3*, with co-expression scores were 0.657, 0.629, and 0.728, respectively. *Ngfr* showed co-expression with *Tac1*, *Fas*, and Esr, and co-expression scores were 0.533, 0.47, and 0.556 respectively. These findings implicate DEX in mitigating neuroinflammation and oxidative stress, offering promising therapeutic avenues for cerebral I/R injury.

**FIGURE 5:**
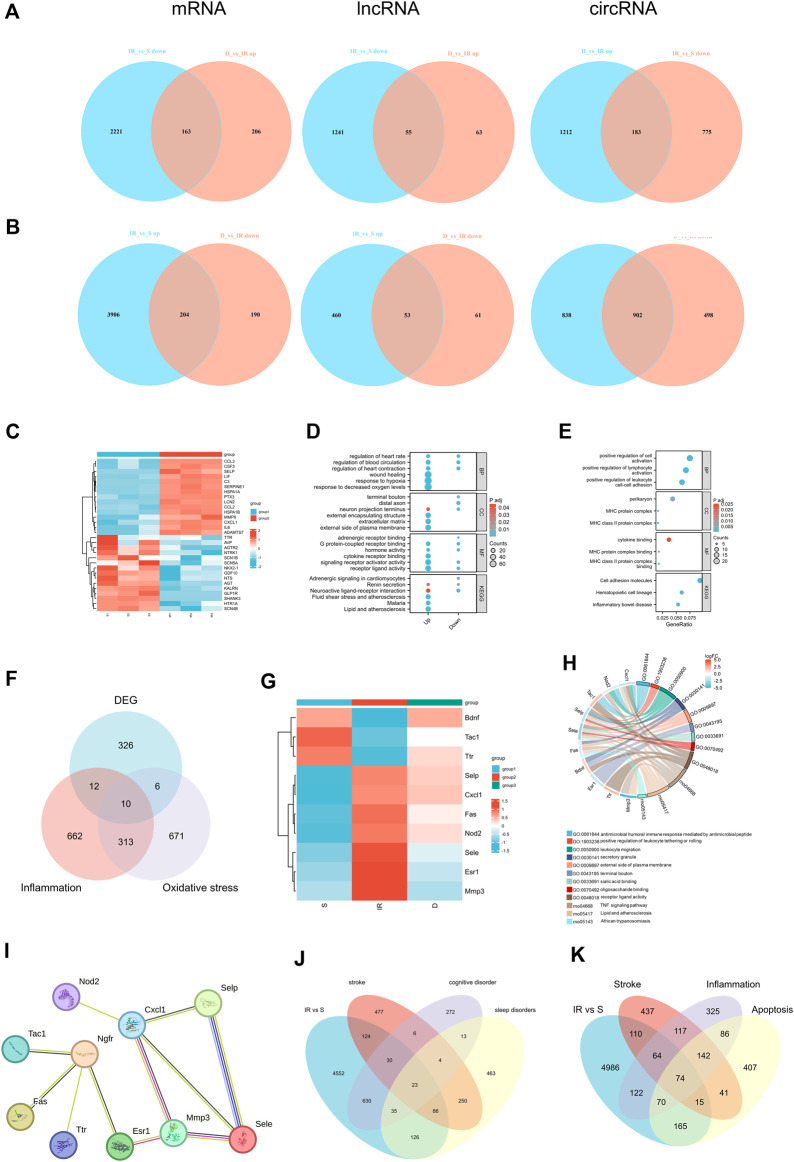
**(A)** Venn diagrams indicate the downregulated mRNA, lncRNA, circRNA in I/R and upregulated in I/R + DEX, **(B)**Venn diagrams indicate the upregulated mRNA, lncRNA, circRNA in I/R and downregulated in I/R + DEX. n = 3 rats/group. **(C)** Heat map of the top 15 up- and downregulated genes of stroke in the I/R group, **(D)** and their GO and KEGG functional enrichment, **(E)** GO and KEGG functional enrichment analysis of reverse effect genes after DEX application, **(F)** Venn diagrams **(G)** Heat map **(H)** Functional enrichment analysis, and **(I)** PPI network analysis indicate the number of genes associated with both inflammation and oxidative stress. **(J)** Venn diagrams indicate the number of DEGs mapped to stroke, cognitive disorder, and sleep disorders and **(K)** the number of DEGs mapped to stroke, inflammation- and apoptosis-related genes in the I/R group.

### 3.8 DEGs have shown cognitive dysfunction and sleep disorders are associated with cerebral I/R injury

DEGs associated with stroke, cognitive dysfunction, and sleep disorders after I/R injury were characterized using Gene Cards databases. Analysis of 6494 DE mRNA in the I/R group showed relevance to stroke, cognitive dysfunction, and sleep disorder, with 53 DEGs associated with stroke and cognitive dysfunction, 109 with sleep disorders, and 23 with all three conditions (Figure 5J). Further characterization via Venn diagram showed overlapping DEGs involved in neuroinflammation, apoptosis, and stroke. Specifically, 74 DEGs were associated with neuroinflammation, apoptosis, and stroke, while 138 DEGs were linked to stroke and neuroinflammation. Additionally, 89 DEGs were related to stroke and apoptosis, and 74 genes were associated with stroke, neuroinflammation, and apoptosis (Figure 5K). The proportion of these differential genes in stroke, neuroinflammation, apoptosis, cognitive dysfunction, and sleep disorders in the I/R group was 3.50%, 4.39%, 4.31%, 9.56%, and 3.59%, respectively (Supplementary Figure S2).

### 3.9 Validation of genes reversed by DEX

To verify the reliability of the sequencing results, we selected two mRNA (MMP3, Ntrk1), two circRNAs (Chd1, Robo2), and two lncRNAs (MSTRG.288.3, MSTRG.16732.1), we found that the results were consistent with sequencing results (Figures 6A–F).

**FIGURE 6:**
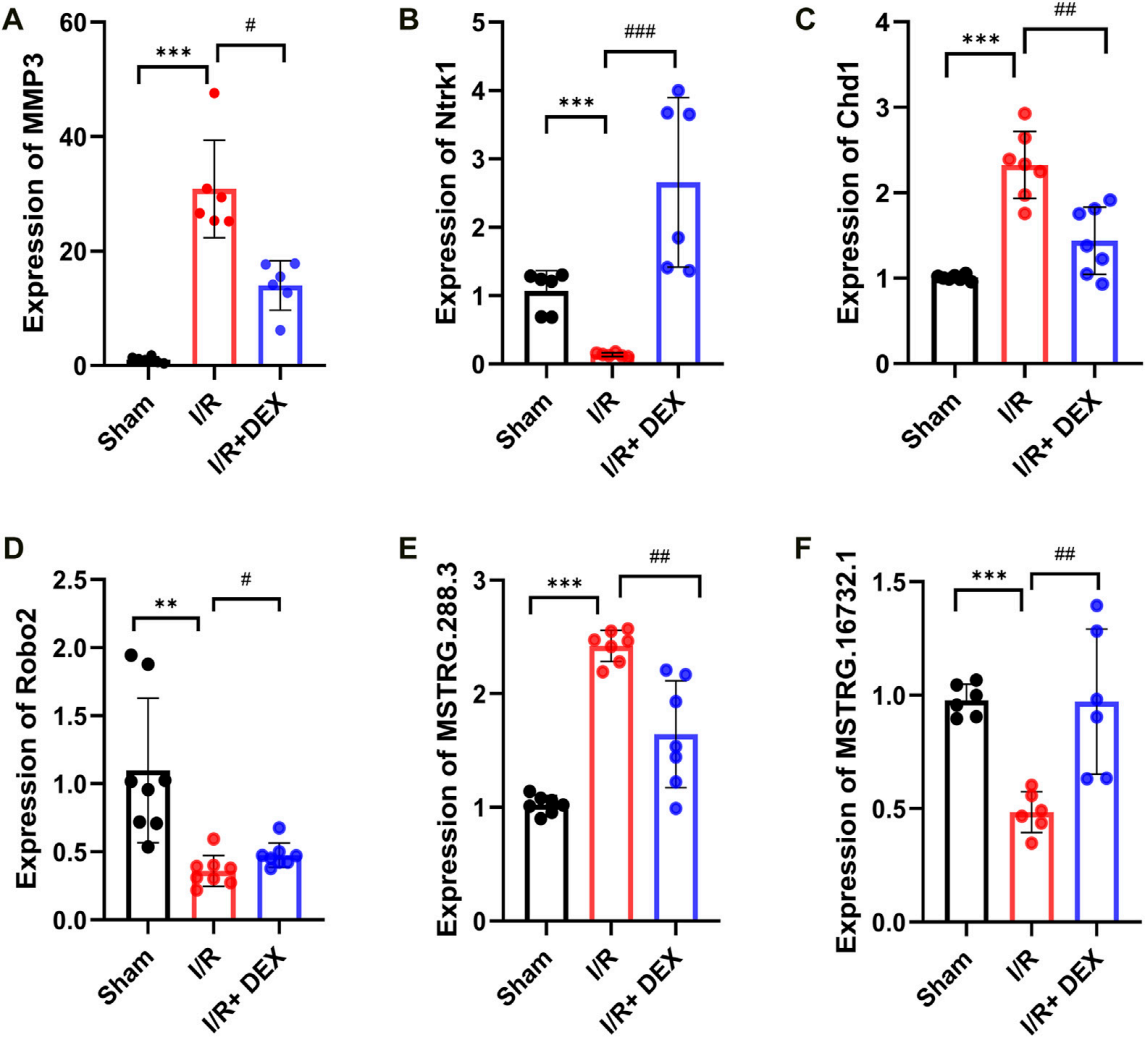
Validations of DE mRNA, circRNAs, and lncRNAs, in I/R and I/R + DEX after tMCAO. The expression levels of mRNAs MMP3 and Ntrk1 **(A,B)**, circRNA Chd1 and Robo2 **(C,D)**, lncRNA MSTRG.288.3 and MSTRG.16732.1 **(E,F)**. */#*p* < 0.05, **/##*p* < 0.01, ***/###*p* < 0.001, n = 6.

## 4 Discussion

In this study, we established a clinically relevant model of I/R injury in rats and found that DEX significantly improved neurological impairment and reduced infarct volume. Non-treated rats exhibited increased infarct volumes and neurological deficits. Consistent with previous studies (Yuan et al., 2017a; Wang et al., 2019; Zhai et al., 2019), DEX reduced cerebral infarction size, improved motor dysfunction, and decreased neuronal damage. Notably, this study is the first to use full transcriptome sequencing and bioinformatic analysis to observe the expression profile of ncRNA in the cortex of infarct sites in rats after DEX treatment.

To predict gene functions of DE mRNA and ncRNA in I/R injury, we performed GO and KEGG enrichment analyses of these DEGs. The results highlighted significant roles in neuronal production and differentiation, response to stimulation, immune response, MAPK signaling pathway, cytokine-to-cytokine binding, cAMP signaling pathway, and TNF signaling pathway. These findings are consistent with previous reports (Dergunova et al., 2018). Many DEGs were associated with neuroinflammation and oxidative stress, key contributors to cerebral I/R injury (Wu et al., 2020). We constructed ceRNA networks for the top 10 DEGs, predicting targeted regulatory relationships and identifying potential therapeutic targets for I/R.

Increased oxygen supply after I/R leads to oxidative stress and increased release of inflammatory factors, triggering a cascade of reactions resulting in apoptosis, disruption of the blood-brain barrier (BBB), cerebral edema, and bleeding transformation (Jurcau and Simion, 2021). Anti-inflammatory as a potential therapeutic target for I/R injury has been studied for a long time (Tirandi et al., 2023). Various cytokines and signaling pathways, including NF-κB, MAPK, and PI3K-AKT, are implicated in cerebral I/R injury. Our study identified stroke-related molecules such as *Ccl2* (Dimitrijevic et al., 2006; Stowe et al., 2012; Geng et al., 2022; Georgakis et al., 2022), *Cxcl1* (Shi Y. et al., 2021), *C3* (Mocco et al., 2006; Yang et al., 2013; Yang et al., 2021; Hou et al., 2022), *Serpine1* (Pu et al., 2022; Palakurti et al., 2023), *Adamts7* (Sharifi et al., 2023), *Csf3* (Garcia-Bonilla et al., 2015), *Ptx3* (Rodriguez-Grande et al., 2014; Rodriguez-Grande et al., 2015; Shindo et al., 2016; de Oliveira et al., 2019; Shindo et al., 2021), *Mmp8* (Han et al., 2016; Ren et al., 2020), *Lif* (Cai et al., 2022), and *Lcn2* (Jin et al., 2014; Zhao et al., 2019; Wang G. et al., 2020; Li et al., 2023b; Zhao R. Y. et al., 2023) were significantly upregulated after I/R, whereas *Gdf10* (Li et al., 2015), *Agtr2* (Iwai et al., 2004; Iwanami et al., 2011), *Shank3* (Datta et al., 2011; Zhang et al., 2024) downregulated after I/R, aligning with existing literature.

DEX, a highly selective α2 adrenergic receptor agonist, has notable anti-inflammatory and anti-oxidative properties. By reducing cerebral blood flow and metabolic oxygen demand, DEX slightly lowers intracranial pressure. Its neuroprotective effects have been demonstrated in multiple brain injury models, primarily by reducing cerebral catecholamine release. Our high-throughput sequencing identified 367 genes whose expression was reversed by DEX treatment. GO and KEGG analyses identified these genes are involved in inflammatory and immune biological processes. We identified DEGs associated with both inflammation and oxidative stress, including *Selp, Cxcl1, ESR1, NOD2, Fas*, and *BDNF*, suggesting they play crucial roles in DEX’s neuroprotective mechanism. For instance, selectin (*Selp, Sele*), cell adhesion molecules, are upregulated following pro-inflammatory stimuli (Cappenberg et al., 2022) and promote thrombosis (Purdy et al., 2022). DEX inhibited the I/R-induced increase in *Selp* and *Sele* expression, potentially contributing to its protective effects. *Cxcl1*, neutrophil chemokine, is involved in post-ischemic inflammation and pain (Huang et al., 2023). DEX can reverse *Cxcl* increase, mitigating inflammation in various models (Shen et al., 2020; Zhang S. et al., 2023). *ESR1*, an estrogen receptor, mediates neuroprotection by reducing inflammation (Suzuki et al., 2009). DEX reversed the I/R-induced upregulation of *ESR1,* though its precise regulatory mechanism needs further research. *NOD2*, involved in I/R inflammatory response, exacerbates injury when activated (Liu et al., 2015). DEX’s modulation of *NOD2*’s role in I/R injury remains to be elucidated. *Fas*, an apoptotic receptor, increases in ischemic stroke and contributes to neuronal apoptosis (Chojnowski et al., 2023). DEX’s reduction of *Fas* expression supports its anti-apoptotic effects. Lastly, *BDNF* promotes neuronal survival and plasticity. DEX enhanced *BDNF* levels, supporting neuroprotection (Li et al., 2018; Chen et al., 2024).

Our study still had some limitations, first transcriptome analysis of differential genes was limited to a single time point, necessitating multi-time-point analyses. Second, our RNA-seq mainly tests the expression profiles of mRNA, lncRNA, and circRNA, but no miRNA. Further research is needed to validate whether these DEGs can serve as therapeutic targets.

## 5 Conclusion

To summarize, this study demonstrated that DEX significantly reduces I/R injury in a rat model by improving neurological outcomes and reducing infarct volumes. Through comprehensive transcriptome sequencing and bioinformatic analysis, we identified significant changes in the expression profiles of mRNAs and ncRNAs in the cortex of infarct sites. The study provides new insights into the molecular mechanisms of DEX’s protective effects against cerebral I/R injury, identifying several potential therapeutic targets. However, further research is needed to validate these findings and explore the therapeutic potential of these DEGs. These findings provide a basis for exploring DEX’s neuroprotective mechanisms and developing new therapies for I/R injury.

## Data Availability

The data presented in the study are deposited in the https://www.ncbi.nlm.nih.gov/, accession GSE268634.

## References

[B1] BaoM. H.SzetoV.YangB. B.ZhuS. Z.SunH. S.FengZ. P. (2018). Long non-coding RNAs in ischemic stroke. Cell. Death Dis. 9 (3), 281. 10.1038/s41419-018-0282-x 29449542 PMC5833768

[B2] BeermannJ.PiccoliM. T.ViereckJ.ThumT. (2016). Non-coding RNAs in development and disease: background, mechanisms, and therapeutic approaches. Physiol. Rev. 96 (4), 1297–1325. 10.1152/physrev.00041.2015 27535639

[B3] BurlacuC. C.NeagM. A.MitreA. O.SirbuA. C.BadulescuA. V.BuzoianuA. D. (2022). The role of miRNAs in dexmedetomidine’s neuroprotective effects against brain disorders. Int. J. Mol. Sci. 23 (10), 5452. 10.3390/ijms23105452 35628263 PMC9141783

[B4] CaiW.ShiL.ZhaoJ.XuF.DufortC.YeQ. (2022). Neuroprotection against ischemic stroke requires a specific class of early responder T cells in mice. J. Clin. Investig. 132 (15), e157678. 10.1172/JCI157678 35912857 PMC9337834

[B5] CappenbergA.KardellM.ZarbockA. (2022). Selectin-mediated signaling-shedding light on the regulation of integrin activity in neutrophils. Cells 11 (8), 1310. 10.3390/cells11081310 35455989 PMC9025114

[B6] ChenX.ChenA.WeiJ.HuangY.DengJ.ChenP. (2024). Dexmedetomidine alleviates cognitive impairment by promoting hippocampal neurogenesis via BDNF/TrkB/CREB signaling pathway in hypoxic-ischemic neonatal rats. CNS Neurosci. Ther. 30 (1), e14486. 10.1111/cns.14486 37830170 PMC10805444

[B7] ChojnowskiK.OpiełkaM.GozdalskiJ.RadziwonJ.DańczyszynA.AitkenA. V. (2023). The role of arginine-vasopressin in stroke and the potential use of arginine-vasopressin type 1 receptor antagonists in stroke therapy: a narrative review. Int. J. Mol. Sci. 24 (3), 2119. 10.3390/ijms24032119 36768443 PMC9916514

[B8] DattaA.JingruQ.KhorT. H.HeeseK.SzeS. K. (2011). Quantitative neuroproteomics of an *in vivo* rodent model of focal cerebral ischemia/reperfusion injury reveals a temporal regulation of novel pathophysiological molecular markers. J. Proteome Res. 10 (11), 5199–5213. 10.1021/pr200673y 21950801

[B9] de OliveiraT. H. C.SouzaD. G.TeixeiraM. M.AmaralF. A. (2019). Tissue dependent role of PTX3 during ischemia-reperfusion injury. Front. Immunol. 10, 1461. 10.3389/fimmu.2019.01461 31354697 PMC6635462

[B10] DergunovaL. V.FilippenkovI. B.StavchanskyV. V.DenisovaA. E.YuzhakovV. V.MozerovS. A. (2018). Genome-wide transcriptome analysis using RNA-Seq reveals a large number of differentially expressed genes in a transient MCAO rat model. BMC Genomics 19 (1), 655. 10.1186/s12864-018-5039-5 30185153 PMC6125876

[B11] DimitrijevicO. B.StamatovicS. M.KeepR. F.AndjelkovicA. V. (2006). Effects of the chemokine CCL2 on blood-brain barrier permeability during ischemia-reperfusion injury. J. Cereb. Blood Flow. Metab. 26 (6), 797–810. 10.1038/sj.jcbfm.9600229 16192992

[B12] FanJ.LiX.YuX.LiuZ.JiangY.FangY. (2023). Global burden, risk factor analysis, and prediction study of ischemic stroke, 1990-2030. Neurology 101 (2), e137–e150. 10.1212/WNL.0000000000207387 37197995 PMC10351546

[B13] FangH.LiH. F.YanJ. Y.YangM.ZhangJ. P. (2021). Dexmedetomidine-up-regulated microRNA-381 exerts anti-inflammatory effects in rats with cerebral ischaemic injury via the transcriptional factor IRF4. J. Cell. Mol. Med. 25 (4), 2098–2109. 10.1111/jcmm.16153 33314611 PMC7882963

[B14] Garcia-BonillaL.RacchumiG.MurphyM.AnratherJ.IadecolaC. (2015). Endothelial CD36 contributes to postischemic brain injury by promoting neutrophil activation via CSF3. J. Neurosci. 35 (44), 14783–14793. 10.1523/JNEUROSCI.2980-15.2015 26538649 PMC4635129

[B15] GengH.ChenL.TangJ.ChenY.WangL. (2022). The role of CCL2/CCR2 Axis in cerebral ischemia-reperfusion injury and treatment: from animal experiments to clinical trials. Int. J. Mol. Sci. 23 (7), 3485. 10.3390/ijms23073485 35408846 PMC8998625

[B16] GeorgakisM. K.BernhagenJ.HeitmanL. H.WeberC.DichgansM. (2022). Targeting the CCL2-CCR2 axis for atheroprotection. Eur. Heart J. 43 (19), 1799–1808. 10.1093/eurheartj/ehac094 35567558

[B17] GuoQ.MaM.YuH.HanY.ZhangD. (2023). Dexmedetomidine enables copper homeostasis in cerebral ischemia/reperfusion via ferredoxin 1. Ann. Med. 55 (1), 2209735. 10.1080/07853890.2023.2209735 37162502 PMC10173798

[B18] HanJ. E.LeeE. J.MoonE.RyuJ. H.ChoiJ. W.KimH. S. (2016). Matrix metalloproteinase-8 is a novel pathogenetic factor in focal cerebral ischemia. Mol. Neurobiol. 53 (1), 231–239. 10.1007/s12035-014-8996-y 25421209

[B19] HerpichF.RinconF. (2020). Management of acute ischemic stroke. Crit. Care Med. 48 (11), 1654–1663. 10.1097/CCM.0000000000004597 32947473 PMC7540624

[B20] HouJ. Y.CaoG. Z.TianL. L.ZhouR.ZhangY.XuH. (2022). Integrated transcriptomics and metabolomics analysis reveals that C3 and C5 are vital targets of DuZhi Wan in protecting against cerebral ischemic injury. Biomed. Pharmacother. 155, 113703. 10.1016/j.biopha.2022.113703 36126455

[B21] HuY.ZhouH.ZhangH.SuiY.ZhangZ.ZouY. (2022). The neuroprotective effect of dexmedetomidine and its mechanism. Front. Pharmacol. 13, 965661. 10.3389/fphar.2022.965661 36204225 PMC9531148

[B22] HuangX.GuoM.ZhangY.XieJ.HuangR.ZuoZ. (2023). Microglial IL-1RA ameliorates brain injury after ischemic stroke by inhibiting astrocytic CXCL1-mediated neutrophil recruitment and microvessel occlusion. Glia 71 (7), 1607–1625. 10.1002/glia.24359 36929654

[B23] HuangY. Q.WenR. T.LiX. T.ZhangJ.YuZ. Y.FengY. F. (2021). The protective effect of dexmedetomidine against ischemia-reperfusion injury after hepatectomy: a meta-analysis of randomized controlled trials. Front. Pharmacol. 12, 747911. 10.3389/fphar.2021.747911 34712138 PMC8546301

[B24] IwaiM.LiuH. W.ChenR.IdeA.OkamotoS.HataR. (2004). Possible inhibition of focal cerebral ischemia by angiotensin II type 2 receptor stimulation. Circulation 110 (7), 843–848. 10.1161/01.CIR.0000138848.58269.80 15289370

[B25] IwanamiJ.MogiM.TsukudaK.MinL. J.SakataA.JingF. (2011). Effect of angiotensin II type 2 receptor deletion in hematopoietic cells on brain ischemia-reperfusion injury. Hypertension 58 (3), 404–409. 10.1161/HYPERTENSIONAHA.111.177873 21768524

[B26] JinM.KimJ. H.JangE.LeeY. M.Soo HanH.WooD. K. (2014). Lipocalin-2 deficiency attenuates neuroinflammation and brain injury after transient middle cerebral artery occlusion in mice. J. Cereb. Blood Flow. Metab. 34 (8), 1306–1314. 10.1038/jcbfm.2014.83 24780901 PMC4126090

[B27] JurcauA.SimionA. (2021). Neuroinflammation in cerebral ischemia and ischemia/reperfusion injuries: from pathophysiology to therapeutic strategies. Int. J. Mol. Sci. 23 (1), 14. 10.3390/ijms23010014 35008440 PMC8744548

[B28] LiH.LuC.YaoW.XuL.ZhouJ.ZhengB. (2020). Dexmedetomidine inhibits inflammatory response and autophagy through the circLrp1b/miR-27a-3p/Dram2 pathway in a rat model of traumatic brain injury. Aging (Albany NY) 12 (21), 21687–21705. 10.18632/aging.103975 33147167 PMC7695368

[B29] LiJ.WangK.LiuM.HeJ.ZhangH.LiuH. (2023a). Dexmedetomidine alleviates cerebral ischemia-reperfusion injury via inhibiting autophagy through PI3K/Akt/mTOR pathway. J. Mol. Histology 54 (3), 173–181. 10.1007/s10735-023-10120-1 37186301

[B30] LiJ.XuP.HongY.XieY.PengM.SunR. (2023b). Lipocalin-2-mediated astrocyte pyroptosis promotes neuroinflammatory injury via NLRP3 inflammasome activation in cerebral ischemia/reperfusion injury. J. Neuroinflammation 20 (1), 148. 10.1186/s12974-023-02819-5 37353794 PMC10288712

[B31] LiS.NieE. H.YinY.BenowitzL. I.TungS.VintersH. V. (2015). GDF10 is a signal for axonal sprouting and functional recovery after stroke. Nat. Neurosci. 18 (12), 1737–1745. 10.1038/nn.4146 26502261 PMC4790086

[B32] LiZ. C.JiaY. P.WangY.QiJ. L.HanX. P. (2018). Effects of dexmedetomidine post-treatment on BDNF and VEGF expression following cerebral ischemia/reperfusion injury in rats. Mol. Med. Rep. 17 (4), 6033–6037. 10.3892/mmr.2018.8597 29436655

[B33] LiuC.LiZ.XiH. (2022). Bioinformatics analysis and *in vivo* validation of ferroptosis-related genes in ischemic stroke. Front. Pharmacol. 13, 940260. 10.3389/fphar.2022.940260 36506580 PMC9729703

[B34] LiuH.WeiX.KongL.LiuX.ChengL.YanS. (2015). NOD2 is involved in the inflammatory response after cerebral ischemia-reperfusion injury and triggers NADPH oxidase 2-derived reactive oxygen species. Int. J. Biol. Sci. 11 (5), 525–535. 10.7150/ijbs.10927 25892960 PMC4400384

[B35] LongaE. Z.WeinsteinP. R.CarlsonS.CumminsR. (1989). Reversible middle cerebral artery occlusion without craniectomy in rats. stroke 20 (1), 84–91. 10.1161/01.str.20.1.84 2643202

[B36] LuY.LiuY.ZhouJ.LiD.GaoW. (2021). Biosynthesis, total synthesis, structural modifications, bioactivity, and mechanism of action of the quinone‐methide triterpenoid celastrol. Med. Res. Rev. 41 (2), 1022–1060. 10.1002/med.21751 33174200

[B37] MoccoJ.MackW. J.DucruetA. F.SosunovS. A.SughrueM. E.HassidB. G. (2006). Complement component C3 mediates inflammatory injury following focal cerebral ischemia. Circ. Res. 99 (2), 209–217. 10.1161/01.RES.0000232544.90675.42 16778128

[B38] PalakurtiR.BiswasN.RoyS.GnyawaliS. C.SinhaM.SinghK. (2023). Inducible miR-1224 silences cerebrovascular Serpine1 and restores blood flow to the stroke-affected site of the brain. Mol. Ther. Nucleic Acids 31, 276–292. 10.1016/j.omtn.2022.12.019 36726407 PMC9868883

[B39] PaulS.Candelario-JalilE. (2021). Emerging neuroprotective strategies for the treatment of ischemic stroke: an overview of clinical and preclinical studies. Exp. Neurol. 335, 113518. 10.1016/j.expneurol.2020.113518 33144066 PMC7869696

[B40] PeschanskyV. J.WahlestedtC. (2014). Non-coding RNAs as direct and indirect modulators of epigenetic regulation. Epigenetics 9 (1), 3–12. 10.4161/epi.27473 24739571 PMC3928183

[B41] PuZ.BaoX.XiaS.ShaoP.XuY. (2022). Serpine1 regulates peripheral neutrophil recruitment and acts as potential target in ischemic stroke. J. Inflamm. Res. 15, 2649–2663. 10.2147/JIR.S361072 35494316 PMC9049872

[B42] PurdyM.ObiA.MyersD.WakefieldT. (2022). P- and E-selectin in venous thrombosis and non-venous pathologies. J. Thromb. Haemost. 20 (5), 1056–1066. 10.1111/jth.15689 35243742 PMC9314977

[B43] RenY.GaoX. P.LiangH.ZhangH.HuC. Y. (2020). LncRNA KCNQ1OT1 contributes to oxygen-glucose-deprivation/reoxygenation-induced injury via sponging miR-9 in cultured neurons to regulate MMP8. Exp. Mol. Pathol. 112, 104356. 10.1016/j.yexmp.2019.104356 31837324

[B44] Rodriguez-GrandeB.SwanaM.NguyenL.EnglezouP.MaysamiS.AllanS. M. (2014). The acute-phase protein PTX3 is an essential mediator of glial scar formation and resolution of brain edema after ischemic injury. J. Cereb. Blood Flow. Metab. 34 (3), 480–488. 10.1038/jcbfm.2013.224 24346689 PMC3948128

[B45] Rodriguez-GrandeB.VargheseL.Molina-HolgadoF.RajkovicO.GarlandaC.DenesA. (2015). Pentraxin 3 mediates neurogenesis and angiogenesis after cerebral ischaemia. J. Neuroinflammation 12, 15. 10.1186/s12974-014-0227-y 25616391 PMC4308938

[B46] SharifiM. A.WiererM.DangT. A.MilicJ.MoggioA.SachsN. (2023). ADAMTS-7 modulates atherosclerotic plaque formation by degradation of TIMP-1. Circ. Res. 133 (8), 674–686. 10.1161/CIRCRESAHA.123.322737 37675562 PMC7615141

[B47] ShenQ.XuG.LiuJ.WangL.ZhouY.YuY. (2020). Dexmedetomidine alleviates non-ventilation associated lung injury via modulating immunology phenotypes of macrophages. Life Sci. 259, 118249. 10.1016/j.lfs.2020.118249 32798558

[B48] ShiJ.YuT.SongK.DuS.HeS.HuX. (2021a). Dexmedetomidine ameliorates endotoxin-induced acute lung injury *in vivo* and *in vitro* by preserving mitochondrial dynamic equilibrium through the HIF-1a/HO-1 signaling pathway. Redox Biol. 41, 101954. 10.1016/j.redox.2021.101954 33774474 PMC8027777

[B49] ShiY.YiZ.ZhaoP.XuY.PanP. (2021b). MicroRNA-532-5p protects against cerebral ischemia-reperfusion injury by directly targeting CXCL1. Aging (Albany NY) 13 (8), 11528–11541. 10.18632/aging.202846 33867350 PMC8109118

[B50] ShindoA.MakiT.MandevilleE. T.LiangA. C.EgawaN.ItohK. (2016). Astrocyte-derived pentraxin 3 supports blood-brain barrier integrity under acute phase of stroke. Stroke 47 (4), 1094–1100. 10.1161/STROKEAHA.115.012133 26965847 PMC4811738

[B51] ShindoA.TakaseH.HamanakaG.ChungK. K.MandevilleE. T.EgawaN. (2021). Biphasic roles of pentraxin 3 in cerebrovascular function after white matter stroke. CNS Neurosci. Ther. 27 (1), 60–70. 10.1111/cns.13510 33314664 PMC7804900

[B52] StoweA. M.WackerB. K.CravensP. D.PerfaterJ. L.LiM. K.HuR. (2012). CCL2 upregulation triggers hypoxic preconditioning-induced protection from stroke. J. Neuroinflammation 9, 33. 10.1186/1742-2094-9-33 22340958 PMC3298779

[B53] SunP.HamblinM. H.YinK. J. (2022). Non-coding RNAs in the regulation of blood-brain barrier functions in central nervous system disorders. Fluids Barriers CNS 19 (1), 27. 10.1186/s12987-022-00317-z 35346266 PMC8959280

[B54] SuzukiS.BrownC. M.WiseP. M. (2009). Neuroprotective effects of estrogens following ischemic stroke. Front. Neuroendocrinol. 30 (2), 201–211. 10.1016/j.yfrne.2009.04.007 19401209 PMC3672220

[B55] TirandiA.SguraC.CarboneF.MontecuccoF.LiberaleL. (2023). Inflammatory biomarkers of ischemic stroke. Intern Emerg. Med. 18 (3), 723–732. 10.1007/s11739-023-03201-2 36745280 PMC10082112

[B56] VasudevaK.DuttaA.MunshiA. (2021). Role of lncRNAs in the development of ischemic stroke and their therapeutic potential. Mol. Neurobiol. 58 (8), 3712–3728. 10.1007/s12035-021-02359-0 33818737

[B57] WangG.WengY. C.ChiangI. C.HuangY. T.LiaoY. C.ChenY. C. (2020b). Neutralization of lipocalin-2 diminishes stroke-reperfusion injury. Int. J. Mol. Sci. 21 (17), 6253. 10.3390/ijms21176253 32872405 PMC7503651

[B58] WangL.LiuH.ZhangL.WangG.ZhangM.YuY. (2017). Neuroprotection of dexmedetomidine against cerebral ischemia-reperfusion injury in rats: involved in inhibition of NF-κB and inflammation response. Biomol. Ther. Seoul. 25 (4), 383–389. 10.4062/biomolther.2015.180 27871154 PMC5499616

[B59] WangL.LiuW.ZhangY.HuZ.GuoH.LvJ. (2020a). Dexmedetomidine had neuroprotective effects on hippocampal neuronal cells via targeting lncRNA SHNG16 mediated microRNA-10b-5p/BDNF axis. Mol. Cell. Biochem. 469 (1-2), 41–51. 10.1007/s11010-020-03726-6 32323054 PMC7244615

[B60] WangS. W.LiuZ.ShiZ. S. (2018). Non-coding RNA in acute ischemic stroke: mechanisms, biomarkers and therapeutic targets. Cell. Transpl. 27 (12), 1763–1777. 10.1177/0963689718806818 PMC630077430362372

[B61] WangY. Q.TangY. F.YangM. K.HuangX. Z. (2019). Dexmedetomidine alleviates cerebral ischemia-reperfusion injury in rats via inhibition of hypoxia-inducible factor-1α. J. Cell. Biochem. 120 (5), 7834–7844. 10.1002/jcb.28058 30456861

[B62] WangZ.YaoM.JiangL.WangL.YangY.WangQ. (2022). Dexmedetomidine attenuates myocardial ischemia/reperfusion-induced ferroptosis via AMPK/GSK-3β/Nrf2 axis. Biomed. Pharmacother. 154, 113572. 10.1016/j.biopha.2022.113572 35988428

[B63] WeiB.LiuW.JinL.GuoS.FanH.JinF. (2022). Dexmedetomidine inhibits gasdermin D-induced pyroptosis via the PI3K/AKT/GSK3β pathway to attenuate neuroinflammation in early brain injury after subarachnoid hemorrhage in rats. Front. Cell. Neurosci. 16, 899484. 10.3389/fncel.2022.899484 35800132 PMC9253293

[B64] WuJ.VogelT.GaoX.LinB.KulwinC.ChenJ. (2018b). Neuroprotective effect of dexmedetomidine in a murine model of traumatic brain injury. Sci. Rep. 8 (1), 4935. 10.1038/s41598-018-23003-3 29563509 PMC5862953

[B65] WuL.XiongX.WuX.YeY.JianZ.ZhiZ. (2020). Targeting oxidative stress and inflammation to prevent ischemia-reperfusion injury. Front. Mol. Neurosci. 13, 28. 10.3389/fnmol.2020.00028 32194375 PMC7066113

[B66] WuM. Y.YiangG. T.LiaoW. T.TsaiA. P. Y.ChengY. L.ChengP. W. (2018a). Current mechanistic concepts in ischemia and reperfusion injury. Cell. Physiol. Biochem. 46 (4), 1650–1667. 10.1159/000489241 29694958

[B67] XiaoqingS.YinghuaC.XingxingY. (2023). The autophagy in ischemic stroke: a regulatory role of non-coding-RNAs. Cell. Signal 104, 110586. 10.1016/j.cellsig.2022.110586 36608737

[B68] YanF.WangP.YangX.WangF. (2023). Long non-coding RNA HOXA11-AS regulates ischemic neuronal death by targeting miR-337-3p/YBX1 signaling pathway: protective effect of dexmedetomidine. Aging (Albany NY) 15 (7), 2797–2811. 10.18632/aging.204648 37059588 PMC10120896

[B69] YangJ.AhnH. N.ChangM.NarasimhanP.ChanP. H.SongY. S. (2013). Complement component 3 inhibition by an antioxidant is neuroprotective after cerebral ischemia and reperfusion in mice. J. Neurochem. 124 (4), 523–535. 10.1111/jnc.12111 23199288 PMC3557607

[B70] YangK.ZengL.GeA.WangS.ZengJ.YuanX. (2022). A systematic review of the research progress of non-coding RNA in neuroinflammation and immune regulation in cerebral infarction/ischemia-reperfusion injury. Front. Immunol. 13, 930171. 10.3389/fimmu.2022.930171 36275741 PMC9585453

[B71] YangP.ZhuZ.ZangY.BuX.XuT.ZhongC. (2021). Increased serum complement C3 levels are associated with adverse clinical outcomes after ischemic stroke. Stroke 52 (3), 868–877. 10.1161/STROKEAHA.120.031715 33517703

[B72] YinJ. W.LiJ.RenY. M.LiY.WangR. X.WangS. (2021). Dexmedetomidine and netrin-1 combination therapy inhibits endoplasmic reticulum stress by regulating the ERK5/mef2a pathway to attenuate cerebral ischemia injury. Front. Neurosci. 15, 641345. 10.3389/fnins.2021.641345 33584197 PMC7876398

[B73] YuanF.FuH.SunK.WuS.DongT. (2017a). Effect of dexmedetomidine on cerebral ischemia-reperfusion rats by activating mitochondrial ATP-sensitive potassium channel. Metab. Brain Dis. 32 (2), 539–546. 10.1007/s11011-016-9945-4 28035625

[B74] YuanF.FuH.SunK.WuS.DongT. (2017b). Effect of dexmedetomidine on cerebral ischemia-reperfusion rats by activating mitochondrial ATP-sensitive potassium channel. Metab. Brain Dis. 32, 539–546. 10.1007/s11011-016-9945-4 28035625

[B75] ZhaiM.LiuC.LiY.ZhangP.YuZ.ZhuH. (2019). Dexmedetomidine inhibits neuronal apoptosis by inducing Sigma-1 receptor signaling in cerebral ischemia-reperfusion injury. Aging (Albany NY) 11 (21), 9556–9568. 10.18632/aging.102404 31682592 PMC6874446

[B76] ZhangH.FengY.SiY.LuC.WangJ.WangS. (2024). Shank3 ameliorates neuronal injury after cerebral ischemia/reperfusion via inhibiting oxidative stress and inflammation. Redox Biol. 69, 102983. 10.1016/j.redox.2023.102983 38064762 PMC10755590

[B77] ZhangR.LiuH.PuL.ZhaoT.ZhangS.HanK. (2023a). Global burden of ischemic stroke in young adults in 204 countries and territories. Neurology 100 (4), e422–e434. 10.1212/WNL.0000000000201467 36307222

[B78] ZhangS.ZhangY.ZhengY.ZhuS.SunJ.DengY. (2023b). Dexmedetomidine attenuates sleep deprivation-induced inhibition of hippocampal neurogenesis via VEGF-VEGFR2 signaling and inhibits neuroinflammation. Biomed. Pharmacother. 165, 115085. 10.1016/j.biopha.2023.115085 37392656

[B79] ZhaoN.XuX.JiangY.GaoJ.WangF.XuX. (2019). Lipocalin-2 may produce damaging effect after cerebral ischemia by inducing astrocytes classical activation. J. Neuroinflammation 16 (1), 168. 10.1186/s12974-019-1556-7 31426811 PMC6699078

[B80] ZhaoR. Y.WeiP. J.SunX.ZhangD. H.HeQ. Y.LiuJ. (2023b). Role of lipocalin 2 in stroke. Neurobiol. Dis. 179, 106044. 10.1016/j.nbd.2023.106044 36804285

[B81] ZhaoS.WuW.LinX.ShenM.YangZ.YuS. (2022). Protective effects of dexmedetomidine in vital organ injury: crucial roles of autophagy. Cell. Mol. Biol. Lett. 27 (1), 34. 10.1186/s11658-022-00335-7 35508984 PMC9066865

[B82] ZhaoY.FengX.LiB.ShaJ.WangC.YangT. (2020). Dexmedetomidine protects against lipopolysaccharide-induced acute kidney injury by enhancing autophagy through inhibition of the PI3K/AKT/mTOR pathway. Front. Pharmacol. 11, 128. 10.3389/fphar.2020.00128 32158395 PMC7052304

[B83] ZhaoY.HuaX.RenX.OuyangM.ChenC.LiY. (2023a). Increasing burden of stroke in China: a systematic review and meta-analysis of prevalence, incidence, mortality, and case fatality. Int. J. Stroke 18 (3), 259–267. 10.1177/17474930221135983 36274585

# Supplementary material for: Effect of dexmedetomidine on ncRNA and mRNA profiles of cerebral ischemia-reperfusion injury in transient middle cerebral artery occlusion rats model
**Source:** Front Pharmacol. 2024 Aug 7;15:1437445. doi: 10.3389/fphar.2024.1437445
**Supplement:** Supplementary file 1

Supplementary Material

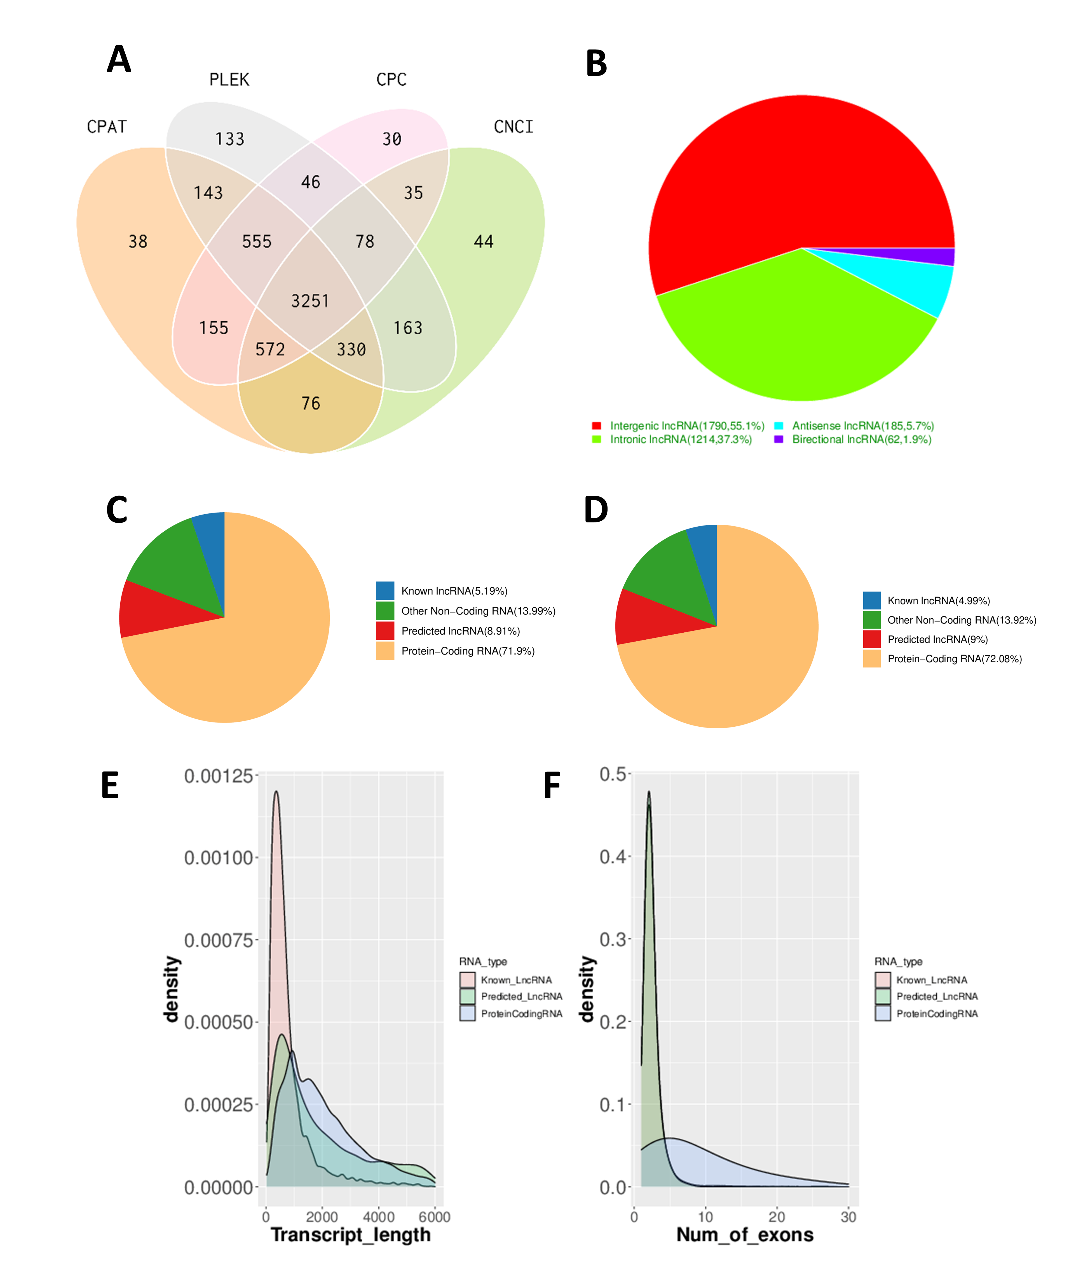

**Figure S1**: Screening and classification of the candidate long noncoding RNAs (lncRNAs) in rat cerebral cortex. (A) a Venn diagram of coding potential analysis according to strict criteria. Four tools (CPAT, PLEK, CPC, and CNCI) were used to analyze the coding potential of lncRNAs. Those simultaneously shared by four analytical tools were designated as candidate lncRNAs and used in subsequent analyses. (B). classification of the four subtypes of lncRNAs. (C, D) The proportion of protein-coding RNAs, other non-coding RNAs, know lncRNAs, and predicted lncRNAs in I/R and I/R+DEX group (E). the distribution of transcript lengths in the mRNAs and lncRNAs are displayed, the horizontal axis indicates the length of transcripts, and the vertical axis represents density. (F). The number of exons in the mRNAs and lncRNAs are displayed.

**Table S1.** Primers for RT-qPCR

| **Primer names** | **Sequences** |
| --- | --- |
| mmp3-F | ATGATGAACGATGGACAGATGA |
| mmp3-R | CATTGGCTGAGTGAAAGAGACC |
| Ntrk1-F | ACAGACTACTACCGTGTGGGA |
| Ntrk1-R | CCGAAGCTCCACACATCACT |
| MSTRG.288.3F | CCCACAGGCCAAGGGAATTT |
| MSTRG.288.3R | CCCGTGAACCCTCAACACAT |
| MSTRG.16732.1-F | CAACAATGCCCACCAACCAG |
| MSTRG.16732.1-R | CCATTACTGCCCTCCCCAAG |
| Robo2-F | TGGTCAGAGCGATCAACCCC |
| Robo2-R | AGTCGTCTTAACATGGTTTGCC |
| Chd1-F | TCCTGTTGGATTTTGCTTTAAGTT |
| Chd1-R | GCAGAAAGCTAAGCATACAGTT |

RT-qPCR, reversed transcriptase quantitative polymerase chain reaction; F, forward ; R, reverse

**TableS2**.List of up-and down-regulated mRNA, lncRNA and circRNA in I/R and I/R+DEX

|  | **I/R+ and I/R+DEX-** | **I/R- and I/R+DEX+** |
| --- | --- | --- |
| **mRNA** | **204 genes**  Tcf15,LOC100911486,Nrm,Abca16,Masp1,Retnlg,Rest,Serpinb8,Selp,Cxcl1,Bicdl2,Apln,Scin,Kitlg,Acvrl1,Klrb1a,Il23r,Orm1,Steap4,Csf3r,Knstrn,Acod1,Rbm26,Abcc4,Prrc2b,Fabp4,Cenpn,Gfi1b,Itgb7,Ccr6,Far1,C1qtnf9,Ndc80,Cxcr2,Adtrp,Gast,Il18r1,Gramd3,Mfap5,Cd2,Gnb3,Taar1,Trip4,Duox2,Cd74,Dennd2c,Fas,Pitx3,LOC100911730,Klhl30,Hcst,Gpha2,Clec4a1,Rgsl1,Lyve1,Ccl12,Sox13,Siglech,Sh2d4b,Gimap4,Dmgdh,LOC691110,Ankdd1b,Prdm14,Cd300lb,Ms4a12,Slc6a19,B4galnt3,RT1DOa,Abcc8,LOC689230,LOC691141,Lgals4,LOC297568,Stfa2,RT1Db2,Gcsam,Myo18a,Fam71a,Nfasc,Ceacam19,Ceacam16,Rufy4,Cd3e,Tbata,Adgrl4,RT1CE4,Grk6,RGD1307537,RT1Da,Ppp1r12a,Il2rg,Clec4a2,Tars,Tpcn2,Tacc2,LOC100911486,Slfn13,Tnk1,RGD1305455,LOC100362219,Cd300lf,Nckap1l,Spta1,Spry1,Fam205a,Crybb3,Snx27,LOC100360575,AABR07043711.2,NEWGENE_1589866,LOC100910252,Comp,C3,Fam124b,LOC684179,Olr1498,Igsf7,RGD1561778,RGD1559482,LOC688583,Tnfaip8l1,Oas1b,Sema4c,Zfx,Sele,Selp,Cyth4,Ppef2,Ly49si1,Relt,Dpp4,Slfn4,Esr1,Ccr2,Flot2,Cdkn1c,Milr1,Lrrc63,Ccng1,Tas1r2,Spata22,Nod2,Plec,RT1A1,Thsd1,Hyal2,Ehmt2,Adgre4,Dgat2,Tarm1,Klra2,NEWGENE_1306714,Fgfr4,AABR07000159.4,RT1Bb,Psmb8,Gkap1,Foxn3,RGD1561778,Ptdss1,Ralgds,RT1CE10,Usp1,ST7,Mrpl33,Cyp27b1,Tulp2,Vcl,Usp4,Ehmt2,Dysf,Tlr13,Soat2,Suz12,Fcgr3a,Hps1,Tmprss5,Cyp3a23/3a1,LOC498265,Gpd1,Aoah,Crispld2,NEWGENE_1305281,Ddah2,Tec,RT1A1,Eif4e,Kdsr,Bcl6b,Sec24c,Lmo7,Tead2,Rnh1,Siglec1,Mmp3,Klrk1,Tsr1,Vps52,Cfb,Tax1bp3,Hmcn1,Acod1,Zbtb20 | **163genes**  Mepe,Ivns1abp,Clcn5,Rgs9,Pld5,Nts,Cbln4,Rxrg,Trhr,Adcy8,Zfp248,Camk1g,Smyd1,Lhx8,Tac1,Kcnh7,Slc17a8,Oprk1,Reln,Igbp1b,Calb1,Tmem30b,Nkx2-1,Penk,Asb4,Zbbx,LOC500124,Slc5a7,Crhr2,Dlx5,Hcrtr2,Cpne4,Pla2g6,Nexn,Isl1,Pcdh8,Kcnq5,Ankrd34c,Gpx4,Sertm1,Ntrk1,Syt10,Fbxo39,Slc32a1,Tyr,Ttr,Epb41l3,Rfx3,Ccl21,Gnal,Sh3rf2,Htr4,Lipm,Gng7,Avp,Negr1,Tfap2b,Crabp1,LOC100909434,Gpr101,Tpte2,Scel,Usp2,Ccdc187,Lingo4,Arpp21,Magee2,Pdyn,Grem1,Nup50,Pcdh10,Cdh7,Stpg1,Hapln1,Pde10a,LOC100911951,Atp6ap1l,Drd2,Hnrnpd,Tmem132c,RGD1563714,Lrrc10b,AABR07058017.1,Gfral,Tmc5,Nalcn,Stum,Ankub1,Tbc1d14,Ccdc33,Mroh2b,Tfap2d,Slc12a5,Htr4,Fam84a,Ntng1,Gpr165,Bnc1,Mfsd4,Ankk1,Cpne7,Adam22,Col25a1,Cdk15,Ttc39a,Gpr6,Bdnf,Rad51ap2,Adcy9,Pknox2,Nlgn3,Mef2c,Mef2c,Urgcp,Lynx1,Stard8,Rbm28,Rxrg,Slc5a7,Atp2b3,Esrra,AABR07002783.1,Ank3,Kri1,Lemd1,Cacna2d2,Slc12a3,Ankrd27,Rgs12,Cep290,LOC103690166,Rbfox1,Scn5a,Eya3,Krt77,Tsga10,Cdh8,Clasp1,Ccdc39,Gabbr1,Shank3,Ptprb,Grik1,Zim1,Podn,Slc24a4,Adcy6,Taok3,Six3,Ckmt1,Penk,Exph5,Tacc2,Doc2b,Znrd1as1,Polk,Nhs,Gpam,Rsph10b,Slc17a8,Arhgap36,Dgkk, |
| **lncRNA** | **53 genes**  ENSRNOT00000077838，ENSRNOT00000078442，ENSRNOT00000080248，ENSRNOT00000080805，ENSRNOT00000082324，ENSRNOT00000085871，ENSRNOT00000089642，ENSRNOT00000089677，ENSRNOT00000089706，ENSRNOT00000091786，MSTRG.10317.2 MSTRG.10467.1, MSTRG.10721.2, MSTRG. 

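All 108 lncRNA of this table were found among the counts, 53 of the list higher in I/R and lower in I/R + DEX and 55 of the opposite list, and 94 of the 108 were predicted lncRNA. The low-count filter kept 46 of them in both comparisons, and each of these 46 changed in the listed direction in both. The paper took its lists from these same libraries by direction, so this is no independent test of them. The paper's cutoff was passed by 51 in I/R against Sham, by 28 in I/R + DEX against I/R and by 27 in both, of which 15 were from the first list and 12 from the second. With no filter beyond a total above 0, 56 passed both. At an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 47 differed in I/R against Sham and 0 in I/R + DEX against I/R. In the first list, 29 had at most 3 counts in every Sham and I/R + DEX library, and in the second, 30 had at most 3 in every I/R library. Counts above 3 were present in only 1 I/R library for 16 of the first list, and in only 1 I/R + DEX library for 12 of the second. With the counts of predicted lncRNA summed by locus, an alternative chosen after seeing the data, 16 of the 77 loci tested passed both cutoffs. For a predicted lncRNA of the second list, the paper reports PCR (Figure 6F), which it describes as matching its sequencing. This PCR was not analysed here. The predicted lncRNA of Figure 6F had 1821, 826 and 485 counts in Sham replicates 1, 2 and 3 and no counts in I/R. In I/R + DEX replicates 1, 2 and 3 it had 121, 807 and 0 counts. It was at least 458-fold lower in I/R than in Sham (adjusted p = 0.00261, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and was removed by the low-count filter from I/R + DEX against I/R. The summed counts of its locus, which holds 2 predicted lncRNA, were 64.6 ± 4.95 CPM in Sham, 8.69 ± 5.84 in I/R and 17.2 ± 11.6 in I/R + DEX (SD, n = 3 rats each), with an adjusted p of 0.979 for I/R + DEX against I/R in the same edgeR test.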

11683.20, MSTRG.11983.1, MSTRG.1317.1, MSTRG.13694.1, MSTRG.14028.2, MSTRG.14622.2, MSTRG.1537.109, MSTRG.1537.25, MSTRG.15674.1, MSTRG.15692.1, MSTRG.17966.6, MSTRG.19374.3, MSTRG.19416.1,MSTRG.20058.1,MSTRG.20145.3,MSTRG.20145.5,MSTRG.2024.4,MSTRG.2024.9,MSTRG.20496.5,MSTRG.20521.1,MSTRG.20765.3,MSTRG.249.1,MSTRG.275.1,MSTRG.288.2,MSTRG.288.3,MSTRG.3146.1,MSTRG.357.1,MSTRG.3884.2,MSTRG.4442.3,MSTRG.4526.2,MSTRG.4572.1,MSTRG.4573.1,MSTRG.4704.5,MSTRG.5793.4,MSTRG.6915.1,MSTRG.6952.2,MSTRG.7206.1,MSTRG.7764.4,MSTRG.862.2,MSTRG.9036.4 | **55 genes**  ENSRNOT00000076576,ENSRNOT00000080825,ENSRNOT00000088398,ENSRNOT00000092666,MSTRG.10070.6,MSTRG.1022.2,MSTRG.10552.2,MSTRG.10738.2,MSTRG.10856.1,MSTRG.10861.1,MSTRG.1128.16,MSTRG.12046.37,MSTRG.12519.1,MSTRG.12527.1,MSTRG.12545.3,MSTRG.1537.3,MSTRG.1537.67,MSTRG.1537.8,MSTRG.1537.86,MSTRG.1548.1,MSTRG.1548.2,MSTRG.1662.12,MSTRG.1662.27,MSTRG.16732.1,MSTRG.17121.39,MSTRG.18648.8,MSTRG.18701.1,MSTRG.20966.1,MSTRG.21050.1,MSTRG.21105.5,MSTRG.2395.1,MSTRG.2548.1,MSTRG.2610.3,MSTRG.2626.2,MSTRG.319.1,MSTRG.332.2,MSTRG.367.4,MSTRG.3855.9,MSTRG.4442.2,MSTRG.4704.3,MSTRG.4831.14,MSTRG.4832.11,MSTRG.6027.1,MSTRG.6457.1,MSTRG.6581.2,MSTRG.6968.1,MSTRG.8057.1,MSTRG.8776.4,MSTRG.8839.1,MSTRG.8972.4,MSTRG.9266.1,MSTRG.9268.1,MSTRG.9558.1,MSTRG.9593.1,MSTRG.9633.3, |
| **circRNA** | **902genes**  1:101799504\|101801254,1:102999437\|103001464,1:104750774\|104787042,1:114492440\|114503037,1:125151282\|125157895,1:126797300\|126824250,1:127881908\|127887913,1:128086078\|128090361,1:128501692\|128526855,1:13262070\|13280169,1:13312318\|13319919,1:134794264\|134848903,1:140044382\|140158228,1:142076493\|142079604,1:142533729\|142537799,1:154405931\|154411147,1:156552340\|157125505,1:162830920\|162843974,1:163564635\|163598771,1:165340205\|165354415,1:165366392\|165367044,1:167248618\|167249761,1:167292202\|167293396,1:1720412\|1723417,1:17549813\|17560520,1:176380041\|176382073,1:185263914\|185291713,1:185902388\|186009525,1:185970229\|186009525,1:186067922\|186114868,1:187803376\|187812018,1:195078078\|195087611,1:199846913\|199849967,1:204975105\|204988430,1:20961258\|20962540,1:216371821\|216382773,1:219119473\|219122692,1:219981557\|219981979,1:221822465\|221829297,1:222318743\|222319656,1:23430279\|23458064,1:235711982\|235737635,1:235763930\|235780409,1:235777942\|235780409,1:242244899\|242248135,1:245955041\|246031901,1:247711959\|247736943,1:25216049\|25284394,1:255685048\|255774681,1:25767968\|25787662,1:259396273\|259479455,1:260774582\|260791888,1:260893829\|260898687,1:261198164\|261200060,1:263873195\|263879968,1:265714699\|265717792,1:268601688\|268611753,1:27476375\|27562055,1:277952138\|277997007,1:278698312\|278900769,1:280167086\|280184520,1:282151347\|282155817,1:282194100\|282198076,1:282225916\|282231487,1:32262696\|32264516,1:3919308\|3943683,1:43594671\|43617390,1:43823612\|43831931,1:44366948\|44372134,1:44366948\|44393411,1:57709952\|57712920,1:59312916\|59339853,1:59322438\|59339853,1:6521963\|6546490,1:6534185\|6575208,1:72718573\|72718974,1:72975360\|72980019,1:82213523\|82214415,1:82517496\|82538202,1:89001745\|89004978,1:89353098\|89355401,1:90116534\|90126552,1:91884973\|91890053,10:104140408\|104141055,10:105887011\|105890450,10:10849180\|10852471,10:109013149\|109018917,10:109310593\|109311350,10:109574583\|109588126,10:110727632\|110760448,10:13460955\|13479320,10:1484236\|1485251,10:15544776\|15555433,10:15989960\|15998622,10:3260919\|3275794,10:3272651\|3296133,10:35816390\|35818308,10:37194412\|37194876,10:39813195\|39833654,10:40019676\|40035311,10:4140144\|4172981,10:43591327\|43596422,10:48015493\|48037423,10:48452001\|48528848,10:48683733\|48696065,10:48694567\|48705799,10:50527421\|50562722,10:550482\|578622,10:55354861\|55362785,10:56244288\|56246877,10:574395\|593608,10:578446\|593608,10:58739752\|58771849,10:58762060\|58771849,10:61230757\|61236946,10:61467902\|61483913,10:61467902\|61498597,10:61639917\|61658848,10:64829256\|64831635,10:66779889\|66789207,10:66785840\|66786996,10:66806816\|66822005,10:66814999\|66890392,10:66889960\|66894799,10:67539765\|67549049,10:67579952\|67587851,10:67741790\|67742140,10:71266379\|71298197,10:71399723\|71408228,10:71567498\|71577610,10:72329605\|72340184,10:72856016\|73038307,10:73615333\|73627965,10:73759988\|73778454,10:74555144\|74562163,10:78063351\|78073611,10:78181489\|78191113,10:81004829\|81193040,10:83101669\|83114195,10:85164768\|85171060,10:85166708\|85171060,10:86199507\|86200782,10:88397108\|88397582,10:89946303\|89956464,10:92349223\|92364113,10:93451477\|93483645,10:94362934\|94364773,10:95288570\|95299099,10:98339552\|98360556,11:20474484\|20638592,11:20531606\|20650229,11:24447169\|24480063,11:24527899\|24589526,11:31557946\|31569614,11:31646417\|31660183,11:34060062\|34066034,11:34613499\|34621503,11:34879058\|34922336,11:4286079\|4327130,11:51068884\|51110751,11:51077792\|51088607,11:54412416\|54423219,11:54416332\|54425138,11:66406507\|66426089,11:677727\|678387,11:70810417\|70820621,11:72210571\|72236448,11:73151999\|73179042,11:73974471\|73987564,11:84521876\|84522603,11:87575925\|87577497,11:87900974\|87902915,11:88753588\|88762839,11:89328437\|89332868,12:12898458\|12907771,12:13526520\|13527329,12:2182120\|2188197,12:23962947\|23968609,12:25442325\|25460812,12:30480765\|30486660,12:37500716\|37507430,12:37605184\|37625215,12:37728811\|37753501,12:37741418\|37761839,12:37757101\|37760713,12:38080067\|38084011,12:38375308\|38400646,12:38399702\|38412118,12:39586153\|39591110,12:40269634\|40270510,12:46341919\|46414710,12:47225890\|47228816,12:49699399\|49724273,12:51981500\|51991906,12:52140598\|52152750,12:6938605\|6952864,12:6941069\|6952864,12:775678\|780793,13:106613914\|106617947,13:109403515\|109418235,13:109403515\|109459916,13:110443909\|110447458,13:110447185\|110450689,13:113828023\|113844645,13:22412187\|22444244,13:25565372\|25569449,13:25747905\|25748576,13:25822695\|25823457,13:26340136\|26349774,13:35585251\|35608096,13:35704642\|35719842,13:35769419\|35822951,13:44883082\|44896587,13:44898820\|44911389,13:51442604\|51450355,13:51708289\|51714375,13:53167593\|53179800,13:56151434\|56173172,13:69355877\|69385072,13:70261820\|70263383,13:73554326\|73569156,13:73615097\|73615713,13:74298540\|74331212,13:78983041\|78991952,13:83602188\|83620518,13:86424477\|86436725,13:88478383\|88480700,13:89107668\|89176307,13:98068180\|98075073,13:98311826\|98423223,14:104355789\|104364850,14:108157937\|108189729,14:108189529\|108203293,14:108331019\|108358009,14:108331019\|108374435,14:108347874\|108367329,14:108357849\|108367329,14:110683107\|110734538,14:113271542\|113282291,14:113910057\|113928058,14:113951426\|113958155,14:114582964\|114649217,14:115183821\|115195697,14:14574448\|14645391,14:14986610\|14990106,14:15091390\|15127296,14:15091390\|15141031,14:23524353\|23529139,14:25791641\|25796293,14:25859208\|25865192,14:25859208\|25911503,14:33075896\|33089673,14:39169609\|39186197,14:4178531\|4197781,14:43420836\|43461320,14:43556760\|43581074,14:44221926\|44234560,14:7291691\|7293326,14:79953865\|79960727,14:81534519\|81598570,14:83260146\|83262412,14:83919054\|83924540,14:85011274\|85057435,14:9226094\|9247429,14:92484936\|92487269,14:9289221\|9290346,15:1005261\|1011558,15:103737778\|103747183,15:107951764\|107952407,15:110546595\|110550352,15:15499315\|15504530,15:19638868\|19643375,15:24361728\|24363134,15:25298949\|25344392,15:25897651\|25918193,15:25909344\|25920532,15:25917999\|25921639,15:37056224\|37056934,15:37740016\|37762996,15:39715651\|39725690,15:39793373\|39797194,15:41086581\|41104188,15:4146307\|4173486,15:4152545\|4162016,15:43501489\|43539555,15:47466601\|47473249,15:48443441\|48446043,15:59233127\|59250976,15:60819559\|60847217,15:60892679\|60895084,15:61646233\|61651842,15:70121769\|70139170,15:837322\|887290,15:8920740\|8979459,15:8920740\|9086278,15:93656643\|93663365,15:93739958\|93741147,16:20604417\|20606895,16:2117271\|2179241,16:23687864\|23729219,16:3068022\|3072642,16:40469880\|40483041,16:4269443\|4283627,16:46873084\|46876213,16:48960409\|48962854,16:50413024\|50413854,16:54048948\|54107348,16:54080267\|54104342,16:62509443\|62530689,16:7107281\|7139660,16:73966235\|73978345,16:76018333\|76070467,16:81105465\|81114000,17:10096739\|10107746,17:16124900\|16153210,17:18304439\|18311110,17:19160994\|19219406,17:27438853\|27449400,17:34704621\|34709866,17:43258446\|43270450,17:43258446\|43284309,17:48371361\|48399245,17:5232517\|5234506,17:5238037\|5254729,17:53528580\|53542696,17:54035369\|54048283,17:5429865\|5441885,17:5513194\|5571375,17:5563519\|5591590,17:62358469\|62375850,17:62358469\|62388780,17:63635093\|63657910,17:63691207\|63716786,17:65826669\|65837282,17:65826669\|65857795,17:65832400\|65857795,17:76212065\|76265943,17:76360839\|76383098,17:77607620\|77613583,17:83375370\|83420919,17:84888802\|84904355,17:84904260\|84940529,17:87622185\|87647147,17:87658633\|87664734,17:88451147\|88506410,17:89213534\|89229807,18:1185270\|1203177,18:14595550\|14643454,18:15347145\|15359840,18:15480332\|15494701,18:17218299\|17258865,18:17404077\|17409355,18:24470544\|24478015,18:25645682\|25645954,18:26584221\|26613097,18:26633551\|26660117,18:27054582\|27086614,18:27242909\|27250440,18:27701786\|27708817,18:28026848\|28028197,18:28472290\|28490227,18:31605777\|31610800,18:3191101\|3206664,18:4246730\|4265124,18:4252920\|4265124,18:4257944\|4265124,18:44519513\|44532874,18:48284142\|48300219,18:48680858\|48700303,18:49891333\|49891588,18:51560416\|51574789,18:5158060\|5194413,18:53094773\|53099480,18:55960998\|55966549,18:59245089\|59283798,18:59752584\|59753141,18:59946985\|59964492,18:60639860\|60654344,18:63440362\|63465095,18:63618420\|63621400,18:63630085\|63642688,18:66597053\|66645730,18:69634006\|69647714,18:69742979\|69761289,18:70254197\|70255206,18:72571325\|72571612,18:72571325\|72597936,18:75203861\|75263369,18:77447512\|77489468,18:8179579\|8190394,19:12485093\|12491559,19:2506536\|2521388,19:25669577\|25722171,19:32470120\|32472456,19:33058446\|33073342,19:34227324\|34241861,19:34346074\|34395489,19:39176540\|39187048,19:41322174\|41349686,19:43053195\|43061646,19:43207756\|43209301,19:45073283\|45089680,19:46552916\|46559348,19:52410334\|52417467,19:54786578\|54810657,19:56684651\|56690330,19:58759728\|58764349,19:60322405\|60332725,19:742482\|745658,19:9722490\|9728783,19:9727305\|9728783,2:104882050\|104892419,2:111537046\|111772738,2:117094733\|117103679,2:119285165\|119311765,2:119374436\|119405809,2:123698202\|123723116,2:139466768\|139520450,2:140582486\|140607346,2:144849839\|144862593,2:150838385\|150858459,2:157334132\|157335656,2:165687204\|165704601,2:166406958\|166423542,2:173488961\|173495892,2:174065229\|174074420,2:177878125\|177885499,2:178246797\|178249289,2:181861643\|181864506,2:183176318\|183179196,2:18525795\|18531203,2:185612008\|185635510,2:185908549\|185967904,2:188301023\|188348762,2:188337238\|188348762,2:195665453\|195668745,2:196198427\|196202153,2:196608497\|196623842,2:196608497\|196628987,2:196637067\|196642711,2:198843570\|198850683,2:200003303\|200022431,2:205814398\|205838582,2:206260840\|206264944,2:207356978\|207360278,2:212427056\|212429470,2:21828582\|21921128,2:221062375\|221072200,2:224794357\|224798932,2:225570720\|225578515,2:22775246\|22782386,2:23068950\|23072842,2:231056605\|231078948,2:23399715\|23483987,2:236621881\|236628051,2:237794153\|237799015,2:238162944\|238246933,2:240685748\|240701716,2:248779402\|248789501,2:2494599\|2505817,2:25087997\|25091646,2:252274389\|252280201,2:252803944\|252832870,2:257589919\|257599468,2:257739283\|257854741,2:25870923\|25909703,2:258825484\|258830770,2:25906768\|25927179,2:264798623\|264809264,2:264871216\|264883953,2:266157333\|266160493,2:29697478\|29700175,2:30651173\|30663061,2:33818119\|33826241,2:33935271\|33955969,2:33937182\|33955969,2:33950934\|33952806,2:34315163\|34331310,2:39028857\|39042852,2:4143950\|4174344,2:43015731\|43018584,2:43046038\|43068677,2:44749022\|44756514,2:45801786\|45813991,2:46389859\|46438887,2:57334852\|57471103,2:9245768\|9261301,20:14319170\|14324124,20:14342249\|14361700,20:14440779\|14461521,20:15105444\|15144660,20:15157024\|15202495,20:1976113\|1976812,20:28087102\|28110280,20:28662866\|28682655,20:44909953\|44927561,20:46629859\|46634395,20:48038697\|48119235,20:50725400\|50751445,20:5090501\|5090805,20:54207315\|54269470,20:54260924\|54269470,20:55285814\|55286373,20:5549085\|5550879,20:5851258\|5853847,20:7549783\|7573740,20:8291482\|8304555,20:9207480\|9213292,3:110880970\|110891998,3:111234984\|111242797,3:111728536\|111730097,3:112699901\|112728973,3:112808478\|112820089,3:112820022\|112830807,3:112925889\|112931707,3:113172295\|113186152,3:113218951\|113222156,3:11325952\|11328601,3:11833194\|11837525,3:119394452\|119397247,3:121519927\|121554024,3:122130941\|122136862,3:123249654\|123256943,3:123326060\|123346073,3:123825681\|123833222,3:124668363\|124673546,3:128236234\|128272114,3:129146876\|129229202,3:13513288\|13602354,3:136701840\|136736403,3:136874645\|136896550,3:141240315\|141270969,3:150005719\|150014299,3:15225636\|15239708,3:152335580\|152346695,3:153403008\|153410702,3:154521486\|154533322,3:162506117\|162536454,3:162763508\|162770832,3:163397320\|163411447,3:164945234\|164976288,3:167989369\|167999762,3:175323014\|175327679,3:175512077\|175527973,3:176829663\|176842301,3:1784562\|1789155,3:2021173\|2037071,3:2021173\|2037656,3:2025861\|2037656,3:21850499\|21860492,3:25904155\|25905177,3:25991780\|26025779,3:29590033\|29660977,3:33168811\|33364916,3:33465220\|33467909,3:3403016\|3414759,3:38233588\|38254161,3:38559912\|38614592,3:47635223\|47639457,3:48204874\|48217321,3:48801236\|48815130,3:51145768\|51149884,3:54455979\|54519757,3:56215576\|56229714,3:58050908\|58067040,3:58893605\|58908018,3:60026746\|60032771,3:63416257\|63433816,3:64062990\|64119899,3:64312162\|64362882,3:66824713\|66827909,3:66857281\|66885086,3:79504081\|79505361,3:79514711\|79521792,3:80086313\|80091534,3:82700062\|82725485,3:8547346\|8577209,3:91713775\|91769029,3:93971370\|93982352,3:94142096\|94152694,3:94360855\|94363073,3:94990702\|94996833,3:97727432\|97727679,3:9865677\|9887262,4:10225077\|10233323,4:108696485\|108701068,4:113743666\|113745993,4:115631196\|115670939,4:118486088\|118503935,4:118817454\|118832427,4:119055923\|119083375,4:124800135\|124807181,4:125785761\|125808379,4:132079305\|132094750,4:133073964\|133094100,4:140470174\|140505698,4:140870957\|140872418,4:151418063\|151428896,4:151418551\|151428896,4:152526403\|152529177,4:155716221\|155718114,4:160036663\|160046029,4:160275564\|160293758,4:169005310\|169016804,4:169998117\|169998594,4:174720692\|174755822,4:174816236\|174829004,4:177272028\|177281107,4:177280993\|177297215,4:179275043\|179298028,4:180610928\|180613165,4:182648931\|182826795,4:182811463\|182826795,4:18311528\|18331379,4:21535264\|21541936,4:2557720\|2564215,4:27206626\|27209887,4:28458758\|28478841,4:28474639\|28495139,4:28474639\|28514174,4:38304781\|38338391,4:50352168\|50417163,4:50451125\|50459347,4:58679484\|58748928,4:58748816\|58780524,4:61439661\|61482074,4:6237397\|6244310,4:66172555\|66195339,4:66207490\|66214585,4:66888427\|66895663,4:67463557\|67483807,4:84692534\|84698509,4:86413264\|86417288,4:87186852\|87188712,4:95892497\|95896375,4:99970321\|99989565,5:106607472\|106654204,5:106654112\|106684153,5:113599521\|113632712,5:117210705\|117257388,5:117742776\|117754533,5:122655270\|122671094,5:122655270\|122683766,5:122659399\|122678330,5:127435828\|127447700,5:128096605\|128118972,5:129413066\|129528945,5:129448885\|129457884,5:129585577\|129647021,5:135596270\|135626872,5:136143122\|136154645,5:139394727\|139421497,5:139800834\|139816856,5:141149663\|141162457,5:14305876\|14333815,5:144534955\|144547479,5:147859728\|147861952,5:148835226\|148881293,5:151371115\|151377439,5:151509414\|151519907,5:153221455\|153228502,5:154352340\|154354091,5:156478182\|156484234,5:156511839\|156517254,5:157863697\|157864867,5:157912910\|157922337,5:160037224\|160043135,5:166023283\|166030168,5:167455211\|167486126,5:167547693\|167615430,5:173203485\|173204284,5:21277740\|21344908,5:21830878\|21832691,5:24303433\|24314713,5:24410842\|24411969,5:28538337\|28557266,5:43610593\|43611262,5:48026297\|48029818,5:48583539\|48636636,5:57335882\|57336829,5:58045598\|58070135,5:59619932\|59624459,5:60601995\|60606533,5:64346707\|64352506,5:70292288\|70369574,5:70552374\|70557544,5:71790897\|71792149,5:72119820\|72124022,5:73949537\|73976112,5:75979765\|75996811,5:76562980\|76576806,5:7830490\|7855124,5:7839835\|7855124,5:92935424\|92995720,5:92983736\|93050809,5:99483515\|99505496,6:100337225\|100434945,6:103527570\|103553352,6:104309774\|104313679,6:105726238\|105734728,6:107180835\|107195819,6:109742370\|109800905,6:109764831\|109875835,6:109817920\|109875835,6:112684486\|112984111,6:115064735\|115117832,6:115092099\|115138837,6:124463025\|124505972,6:124579563\|124629605,6:133761889\|133773274,6:134913910\|134933399,6:15082851\|15085804,6:21771178\|21797140,6:21815385\|21827554,6:21953284\|21974221,6:21981543\|21984543,6:22247121\|22255740,6:23236297\|23291583,6:23460178\|23465053,6:23557202\|23563843,6:26074557\|26099044,6:26081724\|26099044,6:28769634\|28785741,6:3333439\|3345418,6:38426835\|38441192,6:38515315\|38578509,6:38730920\|38762910,6:43306391\|43333304,6:45526457\|45537399,6:53651726\|53732376,6:55920976\|56036516,6:57720453\|57821418,6:57761113\|57821418,6:57821344\|57839749,6:60570821\|60618957,6:60660400\|60700690,6:64794456\|64810755,6:65129296\|65257787,6:6989418\|7017286,6:73769152\|73868895,6:73787676\|73854960,6:73868775\|73908680,6:75639848\|75654440,6:80306621\|80307306,6:828602\|940219,6:86842054\|86843095,6:86842054\|86849086,6:872807\|907083,6:91552253\|91568286,6:91669616\|91674153,6:91912886\|91945956,6:91942178\|91980480,6:97926551\|97977520,7:104718591\|104749401,7:104731318\|104800536,7:104741465\|10475494,7:116700240\|116701695,7:123052952\|123055378,7:12596464\|12598185,7:126265888\|126271959,7:129690245\|129708614,7:137274286\|137281978,7:137770661\|137784670,7:140828965\|140845680,7:141855875\|141856914,7:142153995\|142158382,7:2440628\|2448053,7:24777879\|24809425,7:26965506\|26969212,7:29361394\|29363237,7:30929783\|31374263,7:31194110\|31196403,7:3268770\|3273254,7:34057078\|34058440,7:41322521\|41326655,7:52310713\|52350037,7:57341120\|57434518,7:59955208\|59957230,7:60790156\|60795512,7:64024698\|64033477,7:66761911\|66763153,7:80415733\|80428397,7:80721364\|80750790,7:90253169\|90277429,7:97990433\|98009848,7:98792746\|98802216,8:103783872\|103790256,8:104199588\|104202285,8:107327241\|107363541,8:109230279\|109254764,8:115779975\|115788488,8:118860285\|118873176,8:120435062\|120450333,8:122129371\|122142063,8:123285546\|123290769,8:126419372\|126423244,8:127223287\|127243078,8:19875053\|19890764,8:23508992\|23524947,8:25620092\|25651193,8:29944044\|29945357,8:32487066\|32489431,8:36271272\|36274775,8:42448061\|42459487,8:46851696\|46916766,8:46943246\|46963285,8:48538280\|48538527,8:49136262\|49139022,8:52127636\|52153454,8:58040119\|58083723,8:60441497\|60521742,8:60493750\|60579877,8:60917720\|60920949,8:61768727\|61769811,8:64130841\|64133533,8:64610881\|64624646,8:64610881\|64641748,8:67841243\|67841687,8:69971772\|69979657,8:70331097\|70347005,8:71601458\|71601850,8:77136036\|77204153,8:77192321\|77196513,8:79330088\|79338690,8:79675935\|79680299,8:82038973\|82065175,8:82442554\|82443621,8:84741970\|84748991,8:96046333\|96073130,9:100575892\|100588953,9:10476177\|10480001,9:10704605\|10710650,9:111607928\|111653766,9:11187797\|11209094,9:112408205\|112436745,9:113414837\|113452381,9:119126801\|119148487,9:119750465\|119771286,9:119750465\|119792090,9:1442054\|1545372,9:16959148\|16965491,9:18319246\|18326823,9:19451520\|19452868,9:19537850\|19540863,9:20794681\|20811799,9:28529457\|28558845,9:28552021\|28732920,9:28602646\|28609952,9:31657373\|31711428,9:42920694\|42924023,9:43980214\|43994897,9:45203455\|45205627,9:53475012\|53508890,9:54594197\|54648028,9:54647924\|54672875,9:63508957\|63636231,9:63534189\|63614711,9:64754127\|64821531,9:66758471\|66774536,9:66793691\|66796534,9:66796280\|66804771,9:66885432\|66915168,9:67242046\|67269326,9:7001357\|7002330,9:71836397\|71850536,9:71954951\|71960153,9:73416480\|73437304,9:73497828\|73511373,9:75258833\|75299016,9:81734340\|81746224,9:81734340\|81749099,9:83141975\|83144611,9:86060694\|86069833,9:88630024\|88642370,9:90884970\|90891953,9:92333396\|92336862,9:95043833\|95049890,9:96277398\|96279751,9:96804834\|96866552,X:115017927\|115022232,X:128233906\|128251371,X:135964894\|136050917,X:153570079\|153586133,X:15530391\|15532829,X:158876005\|158885745,X:22280471\|22291408,X:32346665\|32353152,X:33946310\|34037071,X:37539696\|37556244,X:38409898\|38449726,X:39751868\|39800248,X:4819220\|4837324,X:52214437\|52262950,X:55460566\|55497076,X:76924257\|76961132,X:79859828\|79882917,X:82932968\|82946086,X:84678296\|84714373,X:984901\|990236,X:99852198\|99926471,Y:1037808\|1128138,Y:523566\|532697 | **183genes**  1:102613968\|102645633,1:121403792\|121409783,1:140131618\|140158228,1:146456005\|146510287,1:174527904\|174529818,1:175225210\|175284224,1:185722677\|185902595,1:235720725\|235771816,1:240355152\|240449390,1:255956584\|255976428,1:255970949\|255976428,1:278656261\|278731755,1:52377326\|52401374,1:56902969\|56915732,1:73746711\|73747791,10:18224064\|18250399,10:1910189\|1934477,10:35898838\|35901897,10:52216060\|52270583,10:55419844\|55436069,10:57517680\|57541484,10:61207781\|61217982,11:10020678\|10068759,11:10106740\|10110668,11:11103972\|11139578,11:15461115\|15474826,11:24479964\|24550752,11:47157561\|47162537,11:51049296\|51068978,11:71649617\|71658165,11:72798898\|72814254,11:73747153\|73759575,12:10499000\|10515204,12:40652886\|40665373,12:51582921\|51592889,13:109403515\|109442614,13:69936554\|69944404,13:74485162\|74513464,13:95098506\|95348984,14:115198980\|115237537,14:12003226\|12005652,14:25899869\|25945016,14:25909290\|25945016,14:28418126\|28495950,14:38195749\|38206899,14:39730079\|39755962,14:4154610\|4182331,15:109943076\|109970339,15:25905491\|25921639,15:2965953\|2966833,15:37714720\|37725296,15:37860371\|37863795,15:4124785\|4129118,15:48278041\|48284550,15:61664226\|61678600,16:20913083\|20916267,16:49367616\|49383867,16:54057183\|54100069,16:56297404\|56350456,16:71097098\|71104753,16:71192886\|71203611,16:71853351\|71865681,16:78565538\|78613084,17:10096739\|10124159,17:27571479\|27602936,17:58006111\|58023915,17:718534\|739440,17:83567831\|83589045,17:9912158\|9929565,18:1203074\|1210713,18:13369444\|13428569,18:17224244\|17258865,18:17300168\|17320717,18:28856909\|28871848,18:32047892\|32094303,18:57743427\|57755793,18:59190041\|59245202,18:81170024\|81428974,19:16955422\|16972431,19:24181887\|24197730,19:34233020\|34346224,19:41745234\|41752386,19:55882755\|55896592,2:128562842\|128590589,2:128619074\|128668115,2:140496833\|140515786,2:147877035\|148009588,2:183520240\|183555315,2:185612008\|185612494,2:185908549\|185922150,2:186232196\|186232527,2:188127807\|188128630,2:189721672\|189729005,2:205814398\|205825204,2:219620159\|219626341,2:258836959\|258932200,2:27441735\|27447367,2:3809213\|3839676,20:14358035\|14375435,20:47806643\|47896656,3:104980955\|105017214,3:12103051\|12115233,3:12860437\|12886616,3:147780064\|147785568,3:21844719\|21904269,3:23488872\|23493868,3:25875450\|25905177,3:48106099\|48130852,3:54455979\|54463443,3:62681497\|62688363,3:93705174\|93733686,4:131403367\|131453028,4:174720692\|174742961,4:2737747\|2748632,4:27509136\|27557897,4:42996228\|43010601,4:48907519\|48928205,4:50555306\|50635606,4:58143324\|58147448,4:67449579\|67455064,4:75325651\|75391362,5:117586102\|117592209,5:128130304\|128136348,5:129601063\|129647021,5:135354650\|135359472,5:14333711\|14350989,5:144939820\|144942704,5:146485000\|146526210,5:146493984\|146526210,5:147366626\|147368505,5:148790779\|148836445,5:148790779\|148847692,5:150728264\|150735555,5:156463243\|156484234,5:160244885\|160262721,5:165081766\|165083490,5:167526171\|167581074,5:167547693\|167581074,5:27386153\|27397113,5:48583539\|48623756,5:75975497\|75990306,5:75992495\|76011558,5:76711755\|76753032,6:106068325\|106097188,6:111072969\|111081661,6:111098515\|111106551,6:125776335\|125791354,6:126667976\|126671091,6:129629703\|129632684,6:145431315\|145439120,6:51145033\|51155100,6:76616895\|76626199,6:88717420\|88757918,6:9361268\|9434931,7:14246803\|14256219,7:30418294\|30439355,7:32922004\|32955235,7:52377077\|52380182,7:78347306\|78404200,7:80725042\|80745256,8:117323994\|117325025,8:11889162\|11916730,8:122760377\|122764541,8:130792978\|130799651,8:36661012\|36662130,8:58968390\|58970397,8:63689729\|63707726,8:69789523\|69795155,8:70535555\|70547228,8:71379297\|71497659,8:77136036\|77169140,9:111597035\|111618959,9:11217254\|11219449,9:15732312\|15789416,9:17166589\|17172409,9:28502814\|28609952,9:31734736\|31767934,9:7022983\|7066705,9:92360876\|92382401,X:128186178\|128198293,X:134649467\|134713998,X:39830728\|39864346,X:56083435\|56257934 |

**Table S3.** DE mRNA related to stroke in I/R group

| **Up（259）** | **Down (82)** | |
| --- | --- | --- |
| Ccl2,C3,Cxcl1,Serpine1,Hspa1a,Il6,Hspa1b,Selp,Adamts7,Ccl3,Csf3,Ptx3,Mmp8,Lif,Lcn2,Itgb3,Spp1,Lgals3,Mmp12,Gdf15,Fcgr3a,Cd14,Timp1,Hmox1,Sell,Itga2,Il1b,Sele,Mmp3,Abcc8,Kng1,Mmp13,Il1rn,Cyp1b1,Gja5,F5,Il4r,Tspo,Icam1,Lox,Ptgis,Cd79a,Adm,Tnfrsf12a,Fos,Procr,Atg9b,Olr1,Ccr2,Angpt2,Col4a1,Thbs1,Pdgfa,Igfbp3,Nos3,Nes,Mpl,Wnk1,Fabp4,Mmp9,Csf3r,Flnc,Cp,Mgp,Gnb3,Cxcr4,F7,Tnf,Itgb2,Cybb,Col4a2,Ampd1,Calca,Gja4,Scnn1a,Tnfrsf1a,Nod2,Flna,Il2ra,Tgfb1,Cyba,Thbd,Nphs2,Cdh5,Il1r1,Eng,Vdr,Gfap,Nppb,Il18r1,Fbn1,Tnfrsf1b,Bmp7,Havcr1,Cd63,Esr2,Gata4,Pla2g2a,Elane,Cdkn2b,Fas,Myd88,F10,Myl4,Pappa,Il10,Ncf1,Socs1,Ece1,Casp1,Col3a1,Park7,Stat3,Vasp,Myh9,Vwf,Kdr,Tf,Tlr2,Mmp2,C1r,Cd36,Adipoq,Ccm2,Mpo,Ephb4,Edn1,Proc,Ednra,Csf2,Ppard,Mat1a,Xdh,Lipc,Epas1,Nampt,Lmna,Agxt,Alox5ap,Ace,Ptpn22,Ucp2,Samhd1,Plat,Tbxas1,Csrp3,Tgfbr2,Pf4,Cd40,Il1a,Esr1,Mfap5,Pxdn,Slc19a1,Igf2bp2,Serpinf2,Pdgfb,C4a,Gp1ba,Il18,Slc2a1,Ldlr,Chi3l1,Ptgs2,Fn1,Slc25a24,Hbb,Ren,C4b,Calcrl,Nfe2l2,Pmf1,Cox4i2,Tek,Palld,Itgb1,Lepr,Eln,Cfh,Shmt1,Pla2g7,Tlr4,Ptgs1,Hp,Arg1,Col1a1,Gstp1,Serpinc1,Grn,Aplnr,Prkch,Ctsb,Cstb,Nde1,Nlrp3,Il6r,Cav1,Flt1,Pon3,Pdgfrb,Npy,Fgf21,Mbp,Ifih1,Pde3a,Jag1,Notch2,Col5a1,Sod2,Rbpj,Tfpi,Tp53,Actb,Notch1,Itih4,F13a1,Coq8b,Adam17,Bcl2l1,Rnf213,Vegfa,Gdnf,Notch3,Ada,Tcn2,B2m,Acvrl,,Hif1a,,MtCo1,,Apoa1,Apoe,Itga2b,Abcc9,Entpd1,Tgfbr1,Tshr,Enpp1,Apln,MtCyb,Timp3,Sh2b3,Plod1,Bcl2,Kitlg,Ggcx,Aoc3,Ngf,Tgfb3,Ednrb,MtNd1,Vhl,Asl,Ass1,Dguok,Twist1,Gtpbp3,Col5a2,Col4a4,Acta2 | Nr4a2,Ache,Mapt,Atp1a3,Adrb1,Kcnh2,Stim1,Tubb3,Sort1,Fndc5,Gria3,Casp9,Igf1,Foxp2,Tmem106b,Bdnf,Wnk3,Atp1b1,Uchl1,Alb,Kcnma1,Slc1a2,Phactr1,Dnah8,Nefl,Atrx,Mc4r,Tac1,Gpr22,Atp1a2,Cbs,Grin2b,Hdac9,Proz,Tnni3,Syp,Wfs1,Cacna1c,Scn8a,Fbxl4,Ltc4s,Srebf1,Cyp11b2,Serpini1,Jph3,Scn3b,Asph,Grin2a,Chat,Dcx,Gp6,Map2,Pvalb,Plg,Kcnj3,Htr2a,Myh7,Adrb3,Gcg,Slc19a3,P2ry12,Scn2a,Rbfox3,Kcna5,Scn1a,Scn2b,Ccr5,Htr1a,Gdf10,Agt,Kalrn,Ttr,Glp1r,Scn5a,Agtr2,Nts,Scn4b,Avp,Ntrk1,Nkx2-1,Scn1b,Shank3 |  |

**Table: S4:** Overlapped genes between Inflammation and oxidative stress-related genes

|  | **Up & down DE mRNA** |
| --- | --- |
| **Inflammation** | Orm1, Ccr6, Cxcr2, Gast, Comp, C3, Dpp4, Ccr2, Psmb8, Hps1, Reln, Ntrk1, Selp, Cxcl1, Fas, Sele, Esr1, Nod2, Mmp3, Tac1, Ttr, Bdnf |
| **oxidative stress** | Vcl, Ddah2, Crhr2, Gpx4, Tyr, Drd2, Selp, Cxcl1, Fas, Sele, Esr1, Nod2, Mmp3, Tac1, Ttr, Bdnf |
| **Inflammation & oxidative stress** | Selp, Cxcl1, Fas, Sele, Esr1, Nod2,Mmp3,Tac1,Ttr, Bdnf |

**Table S5**: Overlapped genes between stroke and cognitive disorder/sleep disorders related genes

| **IR vs S** | |
| --- | --- |
| **cognitive disorder** | **30 genes**  Asph,Procr,Csrp3,Aoc3,Gtpbp3,Adam17,Plat,Phactr1,Entpd1,Casp1,Kcnj3,Gstp1,Adamts7,Ccr2,Ppard,Pon3,Pappa,Syp,Nes,Arg1,Timp1,Pxdn,Pmf1, Mbp,Gja5,Calcrl,Myd88,Ncf1,Serpinf2,Tfpi |
| **sleep disorders** | **86 genes**  F7,Notch1,Lmna,Ednrb,Gata4,Kcnma1,Fbn1,Bdnf,Serpine1,Hp,Nlrp3,Ccl2,Foxp2,Mmp9,Shank3,Gnb3,Fas,Cp,Adipoq,Acta2,Igfbp3,Avp,Cbs,Ass1,Tubb3,Myh9,Lox,Icam1,Tac1,Mapt,Gfap,Myh7,Tshr,F5,Serpinc1,Lepr,Flna,Hbb,Nos3,Tf,Il6,Tlr4,Alb,Sele,Fos,Ace,Tnni3,Ren,Wfs1,Uchl1,Itgb3,Eln,Actb,Flnc,Ednra,Esr1,Gria3,Tspo,Dnah8,Asl,Mpl,Pdgfrb,Nppb,Gdnf,Enpp1,Tnf,Npy,Adrb1,Gcg,Mmp2,Ldlr,Vdr,Dguok,Nkx21,Lipc,Wnk3,Ada,Agt,Atrx,Kcnh2,Tgfbr1, Ache,Vegfa,Hmox1,Il10,Tgfb1 |
| **cognitive disorder&** **sleep disorders** | **23 genes**  Grn,Nefl,Abcc8,Il18,Mpo,Stat3,Igf1,Kng1,Tp53,Chat,Apoe,Vwf,Ttr,Abcc9,Selp,Park7,Edn1,Tgfbr2,Notch3,Apoa1,Rbfox3,Cd36,Ngf |

**Table S6**: Overlapped genes between stroke and Inflammation/Apoptosis related genes

| **IR vs S** | |
| --- | --- |
| **Inflammation** | **64 genes**  Grn,Procr,Adam17,Plat,Kng1,Ccr2,Vwf,Pappa,Ttr,Selp,Arg1,Mbp,Myd88,Ncf1,Apoa1,Ednrb,Fbn1,Serpine1,Calca,Ptx3,Hp,Cp,Sell,Cbs,Plg,Samhd1,Tac1,Gfap,Myh7,Tshr,F5,Serpinc1,Flna,Tf,Ucp2,Alb,Thbd,Sele,Cybb,Ace,Tnni3,Tek,Mmp13,Itgb3,Eln,Socs1,Ccl3,Cyba,Nampt,Ednra,Pf4,Nppb,Cfh,C3,Eng,Proc,Tgfb3,Cxcl1,Ldlr,Mmp3,Agt,Mmp12,Ptpn22,Mmp8 |
| **Apoptosis** | **15 genes**  Park7,Acta2,Casp9,Kitlg,Twist1,Itgb1,Actb,Tspo,Esr2,Pdgfrb,Hdac9,Vhl,Prkch,Bmp7, Ache |
| **Inflammation & Apoptosis** | **74 genes**  Il18,Mpo,Stat3,Igf1,Casp1,Tp53,Gstp1,Ppard,Apoe,Timp1,Edn1,Tgfbr2,Cd36,Ngf,Ctsb,Notch1,Nod2,Lmna,Ntrk1,Bdnf,Fn1,Nlrp3,Sod2,Timp3,Bcl2,Ccl2,Mmp9,Csf3,Itgb2,Fas,Spp1,Flt1,Angpt2,Thbs1,Adipoq,Igfbp3,Olr1,Ccr5,Icam1,Mapt,Ptgs1,Lcn2,Hbb,Nos3,Il6,Tlr4,Fos,Kdr,Lgals3,Ptgs2,Cd14,Ifih1,Esr1,Gdf15,Cd40,Xdh,Elane,Gdnf,Tnf,Cxcr4,Gcg,Mmp2,Adm,Tlr2,Vdr,Csf2,Cav1,Ada,Srebf1,Tgfbr1,Vegfa,Hmox1,Il10,Tgfb1 |

How the deposited data were processed for this re-analysis (not part of the article)

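Cortical RNA at the infarct site of 9 rats was sequenced by the authors, 3 rats in each of the Sham, I/R and I/R + DEX groups. Libraries were assigned to groups and replicate numbers from their labels, which match the library names in the heat maps of Figure 2. The authors' steps, as their Methods give them, were trimming with Trimmomatic, mapping to a genome build of the mouse and counting with CLC Genomics Workbench, which also gives RPKM. The table they deposited holds whole-number counts per transcript and library without normalization. Its identifiers are those of rat Ensembl transcripts and of assembled transcripts whose prefix is MSTRG, and the latter number 3251, the number of predicted lncRNA in the paper. The paper's text does not give how reads shared by several transcripts of a locus were divided, and transcripts of one locus, overlapping genes and near-identical copies are therefore uncertain one by one.

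The table held 44059 transcripts, of which 6697 had no count in any library. Library totals ran from 21691473 to 36039743 counts. The Sham libraries were the smallest, with totals of 27362658, 21691473 and 28600541 counts in replicates 1 to 3. A transcript with 3 counts or fewer in a library was taken as at the floor, which was 0.138 CPM in the smallest library and 0.0832 in the largest before TMM scaling. Folds against a group in which every library was at the floor were computed against 3 counts in each library and are lower bounds. They cover counting error only, since reads from amplified libraries are not independent molecules.

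All comparisons used R 4.3.3 and edgeR 4.0.16. Transcripts were kept by filterByExpr at its defaults, a count of 10 in enough libraries and a total of at least 15, and libraries were scaled by TMM. Each comparison was fitted with edgeR's quasi-likelihood model to the 6 libraries of its 2 groups, without other terms. A transcript was called changed at the paper's cutoff, an unadjusted p under 0.05 with a log2 fold change beyond 0.8 either way, and separately at a Benjamini-Hochberg adjusted p under 0.05. The paper's text names t-tests and ANOVA for its data as a whole and no test for the sequencing counts. Standard errors of log2 fold changes were taken as the fold change divided by the square root of edgeR's F statistic. CPM values of named transcripts were scaled by TMM over all 9 libraries. Values per library, such as the share of counts on predicted lncRNA, were compared with exact permutation tests, for which 3 rats against 3 allow no p below 0.1.

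A transcript was called reversed when it was changed in I/R against Sham and changed in the opposite direction in I/R + DEX against I/R. Since both comparisons share the I/R libraries, the number was set against simulated counts in which the I/R + DEX libraries do not differ from I/R, in 20 draws each of 2 kinds. Predicted lncRNA were assigned to a locus by their identifier without its last part. The transcripts named in the text are those the paper names and, by the rule set in advance, those with the largest log2 fold change past an adjusted p under 0.05 whose groups do not overlap. With no gene names for the annotated transcripts, at most 2 that rose and 2 that fell are given.

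The comparisons, their tests and the alternatives were chosen before the data were examined, except those described as chosen later. The alternatives were edgeR's RLE size factors, total counts without further factors, no filter beyond a total above 0, at least 10 counts in every library, a DESeq2 1.42.0 Wald test, limma-voom (limma 3.58.1) with sample quality weights, all 9 libraries in one fit, the replicate number as a block, a log2 fold change cutoff of 1, and leaving out each library in turn. On simulated counts for 25149 transcripts of which 200 were changed, edgeR's quasi-likelihood test recovered 44 (22%) at an adjusted p under 0.05, and 40% of those changed 4-fold, with 4 false calls. DESeq2 recovered 105 (52.5%) with 91 false calls, and limma-voom recovered 42 (21%) with 5 false calls. These counts were drawn once, with the variability estimated from the Sham and I/R libraries. No draw used the variability of the I/R + DEX libraries, so recovery and false calls in their comparisons are not known.

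The rat Ensembl transcript identifiers were looked up in a table of genes of the rat assembly GRCr8, which matched 0 of the 40808. Gene symbols, the lists of genes that the paper gives by symbol, and the gene ontology, pathway, protein and ceRNA networks built on them were therefore not analysed here. The circRNA, miRNA, PCR, staining and neurological scores were not analysed here.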

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

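The thinning of the libraries and the simulation of unchanged I/R + DEX libraries were tests chosen only after the result was seen. The paper's text compares I/R with Sham and I/R + DEX with I/R and does not report I/R + DEX against Sham, and this comparison held many changed transcripts. At an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 5166 of 25283 transcripts differed, 2948 upregulated and 2218 downregulated in I/R + DEX. At the paper's cutoff 6629 differed, 3612 upregulated and 3017 downregulated. For 12029 transcripts (47.6%) the 3 libraries of one group all lay above the 3 of the other, where chance gives a share of 10%. The number at an adjusted p rested on the Sham libraries, being 927, 783 and 889 without Sham replicates 1, 2 and 3, and it was 2299 without I/R + DEX replicate 2.

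Most of these differences ran the same way as those in I/R. Of the 11025 transcripts changed in I/R against Sham at an adjusted p under 0.05, 10746 were also tested in I/R + DEX against Sham. There 99.3% had the same direction and 4794 had the same direction with an adjusted p under 0.05, while 0 had the opposite direction with an adjusted p under 0.05 (2 at an unadjusted p under 0.05). The Sham libraries are shared by both comparisons, which gives some agreement in direction without any change. In 20 simulations with the I/R + DEX libraries drawn around the Sham means, the share with the same direction was between 49.1% and 51.4%, and in 20 with all groups drawn it was between 59.3% and 61%. At most 3 transcripts in any of these simulations had the same direction with an adjusted p under 0.05, which argues against the shared Sham libraries as the source of the 4794.

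The Sham libraries were also the smallest. With every library thinned to the smallest total, 5104 transcripts differed at an adjusted p under 0.05, which argues against depth as the source. Of the 10 splits of the 6 libraries, 1, the real one, gave as many transcripts at the paper's cutoff, and 1 of 10 did at an adjusted p. The other 9 gave from 224 to 579 at the paper's cutoff and at most 2 at an adjusted p, against 6629 and 5166. These splits hold libraries of both groups on each side, so a group difference adds to the spread within sides and lowers their counts. They therefore do not measure chance without a group difference. With 3 rats against 3 the share of splits cannot fall below 1 in 10, and an unrecorded difference that divides the libraries as the groups do was not tested. A hypothesis is that most of the response to I/R at 24 h was still present in the I/R + DEX rats, and a difference in size between the 2 responses was tested only as I/R + DEX against I/R.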

How the results depend on the processing

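Summing predicted lncRNA by locus, and every alternative for I/R + DEX against Sham at an adjusted p, were chosen only after the result was seen. For I/R against Sham, the 9083 transcripts at the paper's cutoff and the 11025 at an adjusted p stayed within 1.5 times of these numbers under every alternative that was run, and so did the 1362 predicted lncRNA. With each library left out in turn they ranged from 8195 to 10022, from 7897 to 11688 and from 1288 to 1507.

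For I/R + DEX against I/R, the 610 transcripts at the paper's cutoff became 919 with no filter beyond a total above 0 and 2130 with limma-voom, and the 79 predicted lncRNA became 125, 267 and, summed by locus, 47. At an adjusted p under 0.05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment gave 0 transcripts (997 at an unadjusted p under 0.05), DESeq2 gave 85 and limma-voom gave 2. DESeq2 was also the test with most false calls on counts simulated with the variability of the Sham and I/R libraries. That simulation does not show how many of the 85 are false. The cause of the differences between settings was not tested. With each of the 6 libraries left out, the count at the paper's cutoff ranged from 463 to 1948, and that of predicted lncRNA from 83 to 276. The highest values came without I/R + DEX replicate 3, and without I/R replicate 3 the counts were 934 and 135. At an adjusted p the count was 0 in all 6 of these fits.

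The 333 reversed transcripts became 1410 with limma-voom, and the 44 reversed predicted lncRNA became 24 with a log2 fold change cutoff of 1, 183 with limma-voom, 70 with all 9 libraries in one fit and 27 summed by locus. At an adjusted p, the 0 reversed transcripts (612 at an unadjusted p under 0.05) became 47 with DESeq2 and 2 with limma-voom. The 27 lncRNA of the paper's lists that passed in both comparisons became 56 with no filter, 45 with all 9 libraries in one fit and 16 summed by locus. The stricter cutoff and the missing filter act by their construction, on fewer and more transcripts; for the others the cause was not tested. With each of the 9 libraries left out, reversed transcripts ranged from 194 (without I/R + DEX replicate 1) to 1275 (without I/R + DEX replicate 3), with 214, 216 and 626 without I/R replicates 1, 2 and 3. Reversed predicted lncRNA ranged from 31 to 194, the highest without I/R + DEX replicate 3, with 79 without I/R replicate 3. The lncRNA of the paper's lists ranged from 16 (without I/R + DEX replicate 1) to 35.

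For I/R + DEX against Sham at an adjusted p, the 5166 transcripts became 8182 with DESeq2 and 8290 with limma-voom, and the cause was not tested. They ranged from 783 to 5985 with each library left out. The count was 927, 783 and 889 without Sham replicates 1, 2 and 3, and 2299 without I/R + DEX replicate 2, in fits with fewer libraries. At the paper's cutoff the count ranged from 5762 to 7668.

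The split of directions moved by over 10 percentage points under some settings. With total counts only, the 301 upregulated and 309 downregulated transcripts of I/R + DEX against I/R became 200 and 491. This scaling shifts the median log2 fold change of all transcripts from 0.01 to -0.10, which by construction moves calls toward lower values. The reversed transcripts, 177 upregulated and 156 downregulated in I/R, became 292 and 99 with it, but moved the other way, to 89 and 146 with at least 10 counts in every library, 174 and 269 with all 9 libraries in one fit, 85 and 129 without I/R replicate 1, and 133 and 184 without I/R + DEX replicate 2. Reversed predicted lncRNA, 27 upregulated and 17 downregulated in I/R, became 43 and 15 with total counts only and 23 and 4 summed by locus. They became 12 and 12 with a log2 fold change cutoff of 1, 92 and 91 with limma-voom, 30 and 40 with all 9 libraries, 10 and 27, 21 and 23, and 32 and 47 without I/R replicates 1, 2 and 3, and 16 and 17, and 91 and 103 without I/R + DEX replicates 2 and 3. The predicted lncRNA of I/R + DEX against I/R, 31 upregulated and 48 downregulated, became 28 and 80 with total counts only and 11 and 36 summed by locus, against 135 and 132 with limma-voom, 52 and 31, and 73 and 62 without I/R replicates 1 and 3, and 142 and 134 without I/R + DEX replicate 3. The lncRNA of the paper's lists, 15 and 12 in the order of the lists, became 13 and 3 summed by locus, 16 and 29 with all 9 libraries, 8 and 13, and 11 and 14 without I/R replicates 1 and 2, and 5 and 11, 8 and 13, and 15 and 20 without I/R + DEX replicates 1, 2 and 3. The 2948 upregulated and 2218 downregulated transcripts of I/R + DEX against Sham at an adjusted p became 538 and 245, and 607 and 282 without Sham replicates 2 and 3. At an unadjusted p under 0.05 without the fold change cutoff, predicted lncRNA of I/R + DEX against I/R were 38 upregulated and 136 downregulated, and the reversed ones 79 upregulated and 24 downregulated in I/R. Apart from total counts only, the cause of these shifts was not tested.

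Libraries of different groups share replicate numbers, but the paper gives no meaning to them. The correlations of deviations from the group means between same-numbered libraries ran from -0.272 to 0.0683 over 26868 transcripts, with 0 of 9 pairs over 0.1, so the numbers were not taken to pair the rats. With the replicate number as a block, I/R + DEX against I/R had 383 transcripts at the paper's cutoff, 202 were reversed, and I/R + DEX against Sham had 1818 at an adjusted p. The other totals stayed within 1.5 times of their values, but by direction, reversed predicted lncRNA went from 27 and 17 to 12 and 18, predicted lncRNA of I/R + DEX against I/R from 31 and 48 to 30 and 29, and the lncRNA of the paper's lists from 15 and 12 to 8 and 10.

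For single transcripts, 15 log2 fold changes were refitted under the alternatives. Of the 104 refits with all libraries, 103 kept the direction and the side of an adjusted p of 0.05, and 1 passed it, that of the predicted lncRNA of Figure 6E in I/R + DEX against I/R with DESeq2. The 90 refits with a library left out kept both. At the paper's cutoff, 3 refits with all libraries and 3 with a library left out changed side. The first lncRNA that the paper names from its ceRNA networks passed in I/R + DEX against I/R (unadjusted p = 0.0127) but not with limma-voom (0.551), with the replicate block (0.148) or without I/R + DEX replicate 2 (0.0505). ENSRNOT00000040232 did not pass in this comparison (0.278) but did with limma-voom (0.00082) and without I/R + DEX replicate 3 (4.93e-05). The lncRNA of Figure 6F passed in I/R + DEX against Sham only without I/R + DEX replicate 2 (0.0476). Sums of counts to genes, the lists given by gene symbol and the settings for normalized values were not run, the first 2 because no identifiers were matched to genes and the last because the table holds counts. The depth limits single transcripts at the floor, whose folds are lower bounds.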

Differences from the paper's values

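No test in this part was chosen after the result was seen. The paper gives 2.55 M, 2.66 M and 2.48 M original reads for Sham, I/R and I/R + DEX, and the counts on transcripts summed to 77.7 M, 102 M and 101 M. The paper's group values sum to 7.69 M and its total is 769.3 M, so they match only after a change of unit, and in that unit the counts are 0.777, 1.02 and 1.01. All libraries together held 280 M counts against the paper's 769.3 M original reads. Counts on transcripts and original reads are different quantities, and none of the alternatives set before the data were examined changes either. For I/R + DEX against I/R, the paper gives 518 significant genes in one sentence, against 610 transcripts here at its cutoff. In another sentence its number of changed mRNA alone exceeds the 610, so the paper's own numbers conflict. mRNA and known lncRNA were not separated here, so that number was not compared by class.

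For the paper's list of lncRNA higher in I/R and lower in I/R + DEX, Table S2 holds 43 predicted lncRNA, and 27 were reversed in this direction here. Of the alternatives set before the data were examined, total counts only gave 43, no filter beyond a total above 0 and DESeq2 gave 34 each, all 9 libraries in one fit gave 30 and leaving out I/R replicate 3 gave 32, each within 1.5 times of the paper's 43. The other alternatives did not, and limma-voom and leaving out I/R + DEX replicate 3 gave more, 92 and 91. These are numbers of transcripts, and similar numbers do not mean the same transcripts. With total counts only, 21 lncRNA of the paper's list, known lncRNA included, passed both cutoffs in the listed direction.

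For the list lower in I/R and higher in I/R + DEX, Table S2 holds 51 predicted lncRNA, and 17 were reversed in this direction here. All 9 libraries in one fit gave 40 and leaving out I/R replicate 3 gave 47, each within 1.5 times of the paper's 51. None of the other alternatives set before the data were examined came within this range. Limma-voom and leaving out I/R + DEX replicate 3 gave more, 91 and 103. Here too the transcripts were not all those of the paper. Of its list, known lncRNA included, 29 passed both cutoffs with all 9 libraries in one fit. Without I/R replicate 3, 13 did.

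Of the 4 predicted lncRNA that the paper names from its ceRNA networks, it lists all 4 as higher in I/R than in Sham and lower in I/R + DEX. The second, in its order, passed the paper's cutoff in both comparisons. The low-count filter removed the third and the fourth from both comparisons and the first from I/R against Sham. The predicted lncRNA of Figure 6F, which the paper lists as higher in I/R + DEX than in I/R, was removed from that comparison. With no filter beyond a total above 0, an alternative set before the data were examined, the first, the third and that of Figure 6F passed the paper's cutoff in both comparisons and the fourth in neither, and 56 of the 108 lncRNA in the paper's lists passed in both, against 27 with the filter. That of Figure 6F also passed in both with all 9 libraries in one fit and without I/R + DEX replicate 3, the third without I/R replicate 1, and the first without I/R replicate 2. The fourth passed in neither comparison under any alternative that was run for it.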

Other observations

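The tests on the most abundant transcripts, on the scaling of predicted lncRNA, on the counts within a locus and on the position of each library were chosen only after the result was seen. Splits of the libraries bear on each count of changed transcripts. For I/R against Sham, 1 of the 10 splits of the 6 libraries, the real one, gave as many transcripts at the paper's cutoff, and 1 of 10 did at an adjusted p under 0.05. The other 9 gave from 178 to 511 at the paper's cutoff and 0 at an adjusted p, against 9083 and 11025. At an unadjusted p under 0.05 (edgeR's quasi-likelihood test) they gave from 200 to 649, where 1289 are expected if no transcript differs. These splits hold libraries of both groups on each side, so a group difference adds to the spread within sides and lowers their counts. They therefore do not measure chance without a group difference. With 3 rats against 3 the share of splits cannot fall below 1 in 10, and an unrecorded difference that divides the libraries as the groups do was not tested. For I/R + DEX against I/R, 4 of the 10 splits gave at least the 610 transcripts at the paper's cutoff, so a coincidence of the grouping and an effect of DEX cannot be told apart from this count. The splits test nothing at an adjusted p, since all 10 give at least the 0 of the real one (997 at an unadjusted p under 0.05, edgeR's quasi-likelihood test). The split with the most, 3410, set I/R replicates 1 and 2 and I/R + DEX replicate 3 against I/R replicate 3 and I/R + DEX replicates 1 and 2. The Sham libraries were smaller than the I/R libraries. With every library thinned to the smallest total, 8702 transcripts passed the paper's cutoff in I/R against Sham, against 9083 at full depth, which argues against depth as the source of that count.

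Reversal was examined in the same way. Of the 20 ways to call 3 of the 6 I/R and I/R + DEX libraries I/R, 4 gave at least the 333 reversed transcripts at the paper's cutoff. The assignments test nothing at an adjusted p, since all 20 give at least the 0 of the real one (612 at an unadjusted p under 0.05). The other 3 of the 4 gave 2641, 444 and 444. A candidate explanation for part of the reversal is the I/R libraries that both comparisons share. Simulated data without any difference between I/R + DEX and I/R gave a median of 307.5 reversed transcripts when all 3 groups were drawn, with at most 323 in any of the 20 draws, against 333 observed. These draws also called more changes than the real libraries, a median of 805.5 in I/R + DEX against I/R against 610 observed, and a median of 99.5 past both cutoffs in one direction against 33 observed, so their number of reversed transcripts is no close match to the real one. Simulated data gave a median of 52.5 when the I/R + DEX libraries alone were drawn around the I/R means. This simulation centres the draws on the I/R libraries and so removes most of their shared chance by construction. It also called fewer changes than the real libraries, a median of 200 in I/R + DEX against I/R, against 610 observed. In the first kind a median of 74.9% of the transcripts past both cutoffs were reversed, against 91% observed. The share of reversal that the shared libraries give and that from DEX therefore cannot be told apart, and the 2 simulations disagree on it.

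The I/R + DEX libraries overlapped the I/R libraries along the change from Sham to I/R. On a line from the Sham mean (0) to the I/R mean (1) over 26868 transcripts, with each library placed against the others, the Sham libraries lay at 0.142, 0.0941 and 0.156, I/R at 0.911, 1.02 and 0.714, and I/R + DEX replicates 1, 2 and 3 at 0.651, 0.772 and 1. The 2-sided exact permutation test of I/R + DEX against I/R gave p = 0.7, and with 3 rats against 3 it cannot fall below 0.1, so it says nothing on an absence of difference. The most abundant transcript, ENSRNOT00000050156, took 2.60%, 5.63% and 11.0% of the counts in I/R + DEX replicates 1, 2 and 3, 4.20%, 7.55% and 4.71% in I/R, and 2.04%, 2.18% and 2.19% in Sham. The neurological scores of the sequenced rats were not used here, and no explanation of the spread among I/R + DEX libraries was tested.

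Predicted lncRNA were mostly lower in I/R than in Sham. Their median log2 fold change was -0.64 over the 2872 tested, and the same measure in 10000 random lists of annotated transcripts matched on mean expression lay between 0.02 and 0.16, which argues against low expression as the source. Leaving out the 10 most abundant transcripts, predicted lncRNA took 13.0% ± 0.577 (SD, n = 3) of the counts in Sham and 8.02% ± 0.809 (SD, n = 3) in I/R, with every I/R library below every Sham library, which argues against a few transcripts taking most of the counts. Of the predicted lncRNA past the paper's cutoff, 75.8% were lower with TMM, 75.9% with RLE size factors and 75.6% with total counts alone, against 42% of annotated transcripts with TMM. The 3 scalings nearly coincide in this comparison, so they do not test the scaling, and a part of it in the decrease stays open. In I/R + DEX against Sham the median was -0.60, and in I/R + DEX against I/R it was 0.00 after rounding, within the random lists. That I/R lowers these RNA as a class, or the cells that hold them, is a hypothesis; the length and composition of the transcripts and the makeup of the tissue were not tested.

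Many predicted lncRNA were present in one library of a group and absent in another. With limits of at least 300 counts in one library and at most 3 in another of the group, chosen after seeing the counts, 216 of the 1813 predicted lncRNA that reached 300 counts did so. They were 5 of 1176 (0.425%) in loci with 1 predicted lncRNA and 211 of 637 (33.1%) in loci with more than 1 (Fisher's exact test, p = 2.93e-99, over transcripts, which are not independent replicates). Among annotated transcripts it was 178 of 13792 (1.29%). It was as frequent in Sham (108) and I/R + DEX (108) as in I/R (101). Of the 127 loci with more than 1 that hold such transcripts, 0 had a summed count that was present in one library and absent in another of its group, which argues against loci switched on and off between rats. The summed count of 107 of the 127 loci varied less within groups than it did after each transcript's counts were shuffled apart among the libraries of a group. Shuffled counts put to the same measure gave 54 loci, against these 107. This is consistent with reads of one locus having been given to different predicted transcripts in different libraries, and may bear on the first, the third and the fourth of the predicted lncRNA that the paper names from its ceRNA networks, which had counts in only part of the I/R libraries while other predicted lncRNA of their loci had counts in every library. It may also bear on the predicted lncRNA of Figure 6F, with 121, 807 and 0 counts in I/R + DEX replicates 1, 2 and 3. Its locus had 802, 810 and 110 counts there. The second of the named lncRNA had no counts in any Sham or I/R + DEX library, while its locus had counts in every library. A switch between transcripts within a locus from rat to rat stays open.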
